# Slc6a20a Heterozygous and Homozygous Mutant Mice Display Differential Behavioral and Transcriptomic Changes

**DOI:** 10.3389/fnmol.2022.857820

**Published:** 2022-03-07

**Authors:** Junhyung Kim, Junyeop Daniel Roh, Seongbin Kim, Hyojin Kang, Mihyun Bae, Eunjoon Kim

**Keywords:** glycine and proline transport, NMDA receptors, autism spectrum disorders, epilepsy, learning and memory, synapse, mitochondria, ribosomes

## Abstract

SLC6A20A is a proline and glycine transporter known to regulate glycine homeostasis and NMDA receptor (NMDAR) function in the brain. A previous study found increases in ambient glycine levels and NMDA receptor-mediated synaptic transmission in the brains of *Slc6a20a*-haploinsufficient mice, but it remained unknown whether *Slc6a20a* deficiency leads to disease-related behavioral deficits in mice. Here, we report that *Slc6a20a* heterozygous and homozygous mutant mice display differential behavioral phenotypes in locomotor, repetitive behavioral, and spatial and fear memory domains. In addition, these mice show differential transcriptomic changes in synapse, ribosome, mitochondria, autism, epilepsy, and neuron-related genes. These results suggest that heterozygous and homozygous *Slc6a20a* deletions in mice lead to differential changes in behaviors and transcriptomes.

## Introduction

NMDA receptors (NMDARs) critically regulate the development and function of the nervous system (Paoletti et al., 2013; Zhu and Paoletti, 2015; Hansen et al., 2018). Glycine homeostasis is a key regulator of NMDAR function in the brain (Johnson and Ascher, 1987; Paoletti et al., 2013; Zhu and Paoletti, 2015; Hansen et al., 2018). Glycine levels in the extracellular spaces of the brain are thought to be regulated by two well-known glycine transporters, GlyT1 and GlyT2, which are encoded by Slc6a9 and Slc6a5, respectively (Smith et al., 1992; Liu et al., 1993).

SLC6A20A, which was originally reported to transport mainly proline (Smith et al., 1995; Nash et al., 1998; Kiss et al., 2002; Kowalczuk et al., 2005; Takanaga et al., 2005; Broer and Gether, 2012), was recently shown to also transport glycine and regulate glycine/proline homeostasis and NMDAR function in the mouse brain (Bae et al., 2021). Thus, SLC6A20A could be a novel target for inhibiting glycine uptake in the brain and thereby increasing ambient glycine levels and NMDAR function; this could be relevant for the treatment of NMDAR-related brain disorders (Bae et al., 2021), similar to the targeting of GlyT1 and GlyT2 for the treatment of schizophrenia, alcohol dependence, and pain (Tsai et al., 2004; Lane et al., 2006; Javitt, 2012; Harvey and Yee, 2013). However, it remains unclear whether deletion of *Slc6a20a* in mice leads to any disease-related behavioral deficits through specific mechanistic deviations.

In the present study, we show that *Slc6a20a* heterozygous and homozygous mice (*Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice, respectively) display differential behavioral deficits in the locomotor, repetitive behavioral, and memory domains as well as transcriptomic changes in genes associated with synapses, mitochondria, ribosomes, autism spectrum disorders (ASD), epilepsy, and neurons.

## Materials and Methods

### Mice

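In the GENCODE M21 annotation of the mouse genome (GRCm38), Slc6a20a (ENSMUSG00000036814) lies on the minus strand of chromosome 9 from 123634770 to 123678885. Its transcripts Slc6a20a-201, with 11 exons, and Slc6a20a-203, with 10 exons, both belong to the annotation's basic set. In each of these transcripts, exon 3 spans 123662949 to 123663040. The exon is 92 bp long, and all of its bases are coding. Division of this coding length by the 3 bases of a codon leaves a remainder of 2, so a transcript that joins exon 2 (141 bp) to exon 4 (228 bp) of Slc6a20a-201 changes its reading frame at the junction. The shorter transcript Slc6a20a-202 has 5 exons and carries the same exon as its exon 2.

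**Figure D1:**
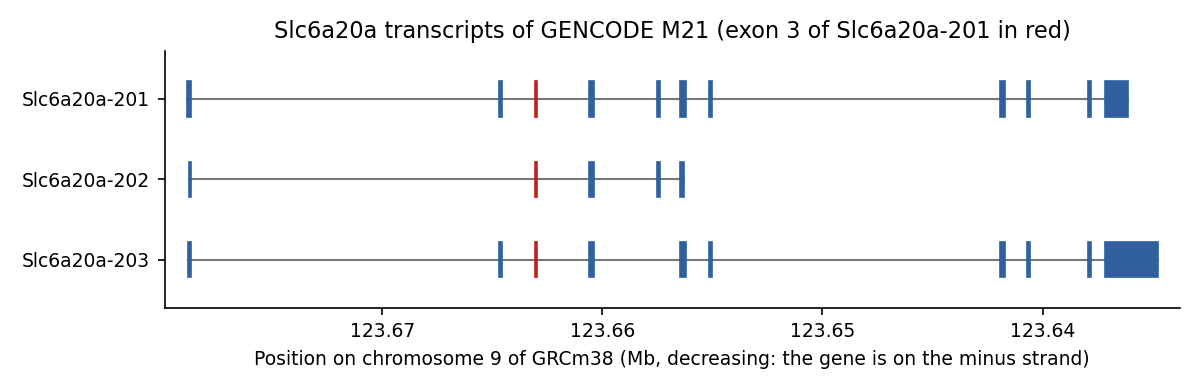
Exons of the 3 annotated Slc6a20a transcripts along chromosome 9 of GRCm38 (x axis, position in Mb), with one line per transcript and boxes for exons. The exon at 123662949 to 123663040 is marked and is present in all 3 transcripts.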

Mice lacking exon 3 of the *Slc6a20a* gene were previously described (Bae et al., 2021). All mice were maintained under a 12-hr light/dark cycle (light phase: between 1:00 a.m. and 1:00 p.m.), given food and water *ad libitum*, and weaned at postnatal day 21. Female heterozygous mice and male heterozygous mice were crossed in order to obtain wild-type, heterozygous, and homozygous progenies. All mice were maintained in the mouse facility of Korea Advanced Institute of Science and Technology (KAIST). The experimental procedures were approved by the Committee of Animal Research at KAIST (KA2020-89).

### Behavioral Tests

Adult male mice aged 3-6 months were used for all behavioral tests. All behavioral experiments were performed during the dark phase of the light/dark cycle (1:00 p.m. to 1:00 a.m.) in which mice are usually active. The brightness conditions in behavioral experiments described below refer to the local brightness around the center region of the apparatus rather than that in the behavioral room. Mice were habituated to an empty, dark experimental room for 30 min before the start of each behavioral test except for the Morris water maze test. EthoVision XT (Noldus) was used to analyze behavioral results unless otherwise noted.

### Open-Field Test

This experiment was performed in order to analyze the locomotor activity and anxiety-like behavior in mice. A mouse was placed into the center of a white box (40 cm x 40 cm x 40 cm; ∼100 lux in the center). Mouse movements were then recorded for an hour, and the distance moved and time spent in the center region of the apparatus were analyzed.

### Elevated Plus-Maze Test

This experiment was performed to investigate height-induced anxiety-like behavior in mice. A heightened, cross-shaped device with two arms closed and two arms open was used for the experiment. A mouse was placed in the center region of the apparatus (∼200 lux) and allowed to freely move around the environment for 10 minutes. Time spent in closed arms, open arms, and center was analyzed.

### Light-Dark Box Test

This experiment was performed to measure light-induced anxiety-like behavior in mice. The apparatus contained two different boxes/chambers, with one with the roof (dark box), and another without the roof (light box; ∼250 lux). A mouse was placed in the light box at the beginning and allowed to freely move around the environment.

### Three-Chamber Test

This test was performed to measure social approach and social novelty recognition (Crawley, 2004; Nadler et al., 2004). A mouse was placed in the center chamber of the three-chambered apparatus (59 cm x 39.5 cm x 21.5 cm; ∼100 lux), and its activity was recorded for 10 min. Then, a stranger mouse (S1) was positioned in the cage placed at the corner of a side chamber, and an object (O) was placed in the cage at the corner of the other side chamber. 129S1 mice from the Jackson Laboratory were used as strangers. After 10-min recording of mouse activity, the object was replaced with another stranger (S2), followed by 10-min recording.

### Morris Water Maze Test

This test was performed to measure spatial learning and memory in mice (Vorhees and Williams, 2006). A round pool was filled with white paint-added water. Water temperature was maintained at ∼20°C. The pool was divided into four quadrants, and a platform was positioned in one of the quadrants. For the first six days, mice were taught to find an invisible platform. On the seventh day, the probe test was performed: a platform was removed from the pool. A mouse was then placed in the center of the pool and allowed to freely swim around for a minute. Time spent in quadrants and number of crossings across the platform were measured. After the probe test, a platform was placed in the opposite quadrant. For additional three days, mice were trained to locate the new position of the platform (reversal phase). On the eleventh day, another probe test (reversal probe test) was performed.

### Contextual Fear Conditioning Test

This test was performed to measure fear learning and memory in mice. On day 0, a mouse was placed in the chamber with an electrocuting platform and habituated for 5 min. On day 1, foot shocks (0.8 mA) were provided for 2 s at 2, 3, and 4 min after the start of recording. Activity of a mouse was recorded for 5 min. On days 2, 3, and 8, a mouse was placed into the same chamber without any shock, and its activity was recorded for 5 min. Percent of freezing time was calculated.

### LABORAS

LABORAS (Laboratory Animal Behavior Observation Registration and Analysis System) experiments were performed for a long-term (4-day) monitoring of various mouse behaviors such as locomotor activity, repetitive behaviors (climbing, grooming, and rearing), drinking, and eating (Quinn et al., 2003, 2006). Total investigation time was 96 h with 12-h light/dark cycle, during which food and water were provided.

### RNA-Seq Analysis

Four mice at ∼P120 were used for each group (wild type, heterozygous, and homozygous). The extracted mouse brains were preserved in RNAlater solution (Ambion) and stored at −20°C. Poly-T oligo-attached magnetic beads were utilized to purify poly-A mRNAs. RNA concentrations were quantified using Quant-IT RiboGreen (Invitrogen, R11490), and RNA integrity was determined using TapeStation RNA screen tape (Agilent Technologies), after which only high-quality RNAs (RIN > 7.0) were selected for cDNA library construction using Illumina TruSeq mRNA Sample Prep kit (Illumina). Indexed libraries were submitted to an Illumina NovaSeq (Illumina), and paired-end (2 × 100 bp) sequencing was performed by Macrogen Inc.

Transcript abundance was estimated with Salmon (v 1.1.0) (Patro et al., 2017) in Quasi-mapping-based mode onto the *Mus musculus* genome (GRCm38) with GC bias correction (−gcBias). The acquired abundance data was imported to R (v.3.5.3) with tximport (Soneson et al., 2015) package and differential gene expression analysis was performed using R/Bioconductor DEseq2 (v1.30.1) (Love et al., 2014). Principal component analysis (PCA) was performed for the regularized log transform (rlog) of the normalized counts using plotPCA (with default parameter) tools implemented in DEseq2. Normalized read counts were computed by dividing the raw read counts by size factors and fitted to a negative binomial distribution. The *p-*values were adjusted for multiple testing with the Benjamini-Hochberg correction. Genes with an adjusted *p*-value of less than 0.05 were considered as differentially expressed. Volcano plots were generated using R ggplot2 (v.3.1.1) package. The Gene Ontology (GO) enrichment analyses were performed using DAVID software (version 6.8) (Huang da et al., 2009). Mouse gene names were converted to human homologs using the Mouse Genome Informatics (MGI) database. Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005, 2007) was performed to determine whether *a priori-*defined gene sets would show statistically significant differences in expression between WT and *Slc6a20a*-mutant mice. Enrichment Analysis was performed using GSEAPreranked^®^ (gsea-3.0.jar) module on gene set collections downloaded from Molecular Signature Database (MSigDB) v 7.0. GSEAPreranked was applied using the list of all genes expressed, ranked by the fold change and multiplied by the inverse of the *p-*value with recommended default settings (1,000 permutations and a classic scoring scheme). The false discovery rate (FDR) was estimated to control the false positive finding of a given normalized enrichment score (NES) by comparing the tails of the observed and null distributions derived from 1,000 gene set permutations. The gene sets with an FDR of less than 0.05 were considered as significantly enriched. Integration and visualization of the GSEA results were performed using the EnrichmentMap Cytoscape App (version 3.8.1) (Merico et al., 2010; Isserlin et al., 2014).

### Statistical Analysis

GraphPad Prism (version 9.2.0; GraphPad Software) were used to perform the statistical analyses. Outliers were retained. Statistical details are presented in Supplementary Table 1.

## Results

### *Slc6a20a* Deficiency in Mice Induces Moderate Hyperactivity Without Affecting Anxiety-Like Behavior

Because glycine levels and NMDAR functions are elevated in *Slc6a20a*-mutant mice (Bae et al., 2021), and NMDARs critically regulate brain development and function (Paoletti et al., 2013), we subjected *Slc6a20a* heterozygous and homozygous mutant mice (*Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice, respectively) to a battery of behavioral tests.

As the first step, we used immunoblot analysis to determine the temporal pattern of Slc6a20a protein expression during brain development. The immunoblot pattern from whole-brain lysates indicated that protein expression was strong at early developmental stages, including late embryonic and neonatal stages, and thereafter decreased to adult levels over the first few weeks of postnatal life (Figure 1A).

**FIGURE 1:**
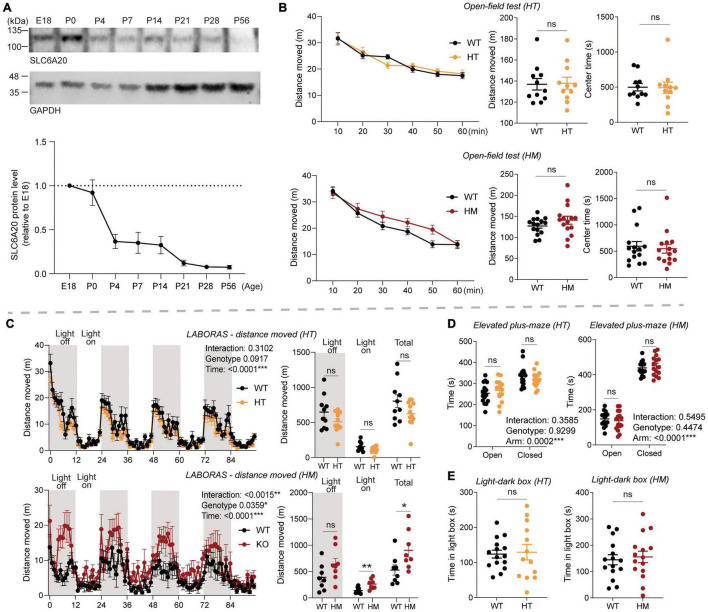
*Slc6a20a* deficiency in mice induces moderate hyperactivity without affecting anxiety-like behavior. **(A)** Temporal expression pattern of SLC6A20A proteins in mouse brains at the indicated embryonic (E) and postnatal (P) days. Whole-brain lysates were immunoblotting with SLC6A20 and control (GAPDH) antibodies. SLC6A20 signals were normalized to GAPDH signals for quantification. Note that the utilized pan-SLC6A20 antibody could recognize both SLC6A20A and SLC6A20B proteins in the brain; the expression level of SLC6A20A seems to be about three times greater based on the decrease in the pan-SLC6A20 signal of *Slc6a20a* homozygous mutant mouse brain (Bae et al., 2021) (*n* = 4 mice). **(B)** Locomotor activity in the open-field test is normal in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice (3–6 months; HT and HM, respectively) compared with WT mice, as shown by distance moved. Note that there is no genotype difference in the time spent in the center region of the open-field area, suggestive of normal anxiety-like behavior. (*n* = 11 mice [WT for HT], 11 [HT], 15 [WT for HM], 15 [HM], two-way repeated-measures/RM-ANOVA [distance moved] and Student’s *t*-test [total distance moved, time in center]). **(C)** Locomotor activity is moderately increased in *Slc6a20a^–/–^* but not *Slc6a20a*^+/–^ mice in the Laboras test, where mouse movements were measured for 4 consecutive days. Note that *Slc6a20a^–/–^* mice show hyperactivity during the total and light-on periods but not the light-off period, suggestive of disturbed sleep. (*n* = 10 mice [WT for HT], 12 [HT], 8 [WT for HM], 8 [HM], two-way RM-ANOVA [distance moved across 4 days] and Student’s *t*-test [total distance moved during total, light-off, and light-on periods]). **(D)** Anxiety-like behavior is normal in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice (3–6 months) in the elevated plus-maze test, as shown by time spent in the open/closed arms. (*n* = 16 mice [WT for HT], 13 [HT], 15 [WT for HM], 15 [HM], Student’s *t*-test). **(E)** Anxiety-like behavior is normal in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice (3–6 months) in the light-dark test, as shown by time in the light chamber. (*n* = 15 mice [WT for HT], 13 [HT], 15 [WT for HM], 15 [HM], Student’s *t*-test). Statistical significance and *p* values in the graphs; *p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant.

In the open-field test, *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice (3–6 months) showed locomotor activities comparable to those of wild-type (WT) mice (Figure 1B), suggestive of normal locomotor activity in a novel environment. In the Laboras test, where mouse movements were monitored for 4 consecutive days (Quinn et al., 2003, 2006), *Slc6a20a*^+/–^ mice showed normal locomotor activity comparable to that of WT mice (Figure 1C). In contrast, *Slc6a20a^–/–^* mice showed moderately increased locomotor activity during the total period and the light-on period, but not during the light-off period (Figure 1C), suggesting that homozygous but not heterozygous *Slc6a20a* deletion in mice leads to hyperactivity in a familiar environment. The increased activity during the light-on period may also suggest that sleep was disturbed in *Slc6a20a^–/–^* mice, as reported previously in mice lacking the receptor tyrosine phosphatase PTPRS and showing disturbed sleep behaviors and rhythms (Park et al., 2020).

*Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice spent normal amounts of time in the center region of the open-field arena (Figure 1B), suggesting that anxiety-like behavior was not altered. Similarly, *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice showed normal levels of anxiety-like behaviors in the elevated plus-maze and light-dark tests (Figures 1D,E).

These results collectively suggest that homozygous but not heterozygous *Slc6a20a* deletion in mice induces moderate hyperactivity in a familiar environment, without altering anxiety-like behavior.

### *Slc6a20a* Deficiency in Mice Moderately Enhances Repetitive Behavior Without Affecting Social Behavior

We next subjected *Slc6a20a*-mutant mice to behavioral tests in the social and repetitive behavioral domains. In the three-chamber social-interaction test, *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice displayed normal levels of social approach, as shown by time spent exploring social and non-social targets and the social preference index (Figure 2A). In addition, these mice displayed normal levels of social novelty recognition, as shown by time spent exploring novel and familiar social targets (Figure 2A).

**FIGURE 2:**
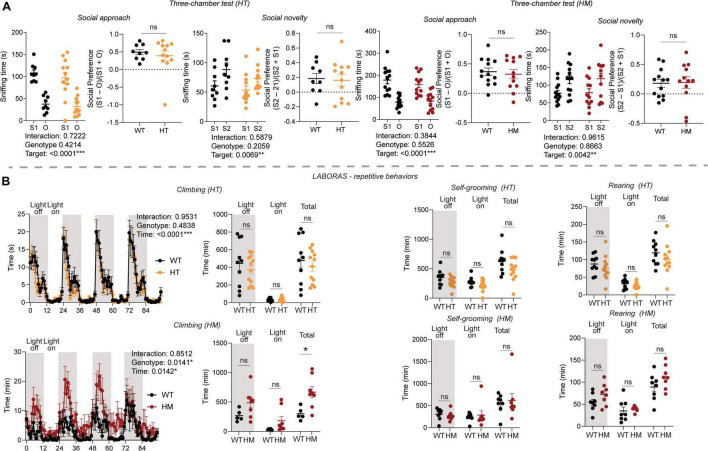
*Slc6a20a* deficiency in mice moderately enhances repetitive behavior without affecting social behavior. **(A)** Normal levels of social approach and social novelty recognition are seen in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice (3–6 months) in the three-chamber test, as shown by the time spent exploring/sniffing a social stranger (S1) vs. an object (O) for social approach or a novel stranger (S2) vs. a familiar stranger (S1) for social novelty recognition, and also by the social preference index derived from sniffing time for S1 – O/sniffing time for S1 + O (or sniffing time for S2 – S1/sniffing time for S2 + S1). (*n* = 9 mice [WT for HT], 12 [HT], 13 [WT for HM], 12 [HM], two-way RM-ANOVA with Bonferroni test [S1 vs. O, or S2 vs. S1], Student’s *t*-test [preference index]). **(B)** Increased repetitive climbing is seen in *Slc6a20a^–/–^* but not *Slc6a20a*^+/–^ mice in the Laboras test, where mouse movements were measured for 4 consecutive days. Note that *Slc6a20a^–/–^* mice show increased repetitive climbing during the total period but not during the light-off/on period, and that *Slc6a20a^–/–^* mice show normal levels of repetitive self-grooming and rearing. (*n* = 10 mice [WT for HT], 12 [HT], 8 [WT for HM], 8 [HM], two-way RM-ANOVA [climbing across 4 days] and Student’s *t*-test [climbing/self-grooming/rearing time]). Statistical significance and *p* values in the graphs; *p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant.

In the Laboras test, *Slc6a20a^–/–^* but not *Slc6a20a*^+/–^ mice showed increased repetitive climbing (Figure 2B), a form of repetitive behavior characterized by overhanging from the wire cage lids (Protais et al., 1976; Riffee et al., 1979; Wilcox et al., 1979; Cabib and Puglisi-Allegra, 1985). However, *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice did not show any alteration in other repetitive behaviors, such as self-grooming and rearing (Figure 2B). Other behaviors, such as drinking and eating, were also normal in *Slc6a20a^–/–^* and *Slc6a20a*^+/–^ mice (Supplementary Figure 1).

These results suggest that *Slc6a20a* deficiency in mice induces a moderate increase in repetitive behavior without affecting social behaviors, with repetitive climbing but not other repetitive behaviors increased in *Slc6a20a^–/–^* but not *Slc6a20a*^+/–^ mice.

### *Slc6a20a* Deficiency in Mice Moderately Enhances Spatial and Fear Learning and Memory

Because NMDARs critically regulate various forms of learning and memory (Collingridge, 1987; Bliss et al., 2014), we next subjected *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice to spatial and fear learning and memory paradigms.

In the Morris water maze test, *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice showed normal levels of spatial memory acquisition and retrieval during the initial learning and probe phases of the test, respectively, compared with WT mice (Figure 3A). In the reversal test, *Slc6a20a*^+/–^ but not *Slc6a20a^–/–^* mice showed enhancements during the acquisition but not probe phase, compared with WT mice (Figure 3A).

**FIGURE 3:**
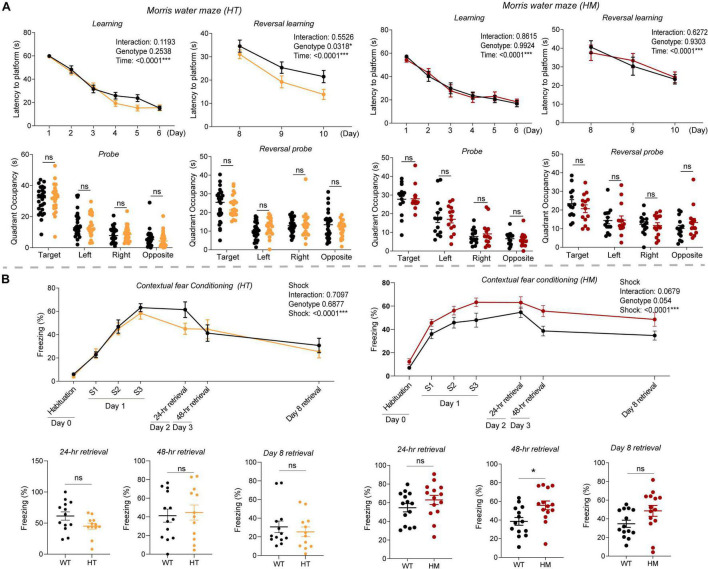
*Slc6a20a* deficiency in mice moderately enhances spatial and fear memory. **(A)** *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice (3–6 months) show normal levels of spatial memory acquisition and retrieval (probe test) during the initial phase of the Morris water maze test, whereas *Slc6a20a*^+/–^ but not *Slc6a20a^–/–^* mice show enhanced spatial memory acquisition but not retrieval during the reversal phase of the test. (*n* = 26 mice [WT for HT], 23 [HT], 14 [WT for HM],14 [HM], two-way RM-ANOVA [latency to platform] and Student’s *t*-test [quadrant occupancy]). **(B)** *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice (3–6 months) show differential levels of fear memory acquisition (day 1) and retrieval (probe tests; days 2, 3, and 8) in the contextual fear conditioning test. (*n* = 13 mice [WT for HT], 12 [HT], 14 [WT for HM], 14 [HM], two-way RM-ANOVA [acquisition] and Student’s *t*-test [retrievals]). Statistical significance and p values in the graphs; *p < 0.05, ***p < 0.001, ns, not significant.

In the contextual fear memory conditioning test, *Slc6a20a*^+/–^ mice showed normal levels of fear memory acquisition on day 1 compared with WT mice (Figure 3B). In memory retrieval tests consecutively performed on day 2 (for 24-h retrieval), day 3 (for 48-h retrieval), and day 8 (7-day retrieval), *Slc6a20a*^+/–^ mice showed largely normal fear memory retrieval.

*Slc6a20a^–/–^* mice showed normal levels of fear memory acquisition on day 1 (Figure 3B), although there was an increasing tendency. In the retrieval tests, *Slc6a20a^–/–^* mice showed increased retrieval on day 3 (48-h retrieval); the levels of retrieval on day 2 (24-h retrieval) and day 8 (7-day retrieval) were normal but showed increasing tendencies.

These results collectively suggest that *Slc6a20a* deficiency in mice induces moderate increases in spatial learning and memory in the Morris water maze test and fear learning and memory in contextual fear conditioning test.

### Differentially Expressed Genes (DEGs) in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* Mice

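Whole brains of 12 mice were sequenced, from 4 wild-type (WT), 4 Slc6a20a+/– (HT) and 4 Slc6a20a–/– (HM) mice at about postnatal day 120. Complementary DNA made from poly-A RNA was read from both ends for 100 bp. The authors assigned the reads to the transcripts of GRCm38 with Salmon, a program that estimates how many reads come from each transcript, and corrected the estimates for GC content. They summed the estimates per gene with tximport and normalized the sums with DESeq2. The deposited table holds these normalized counts for 19775 genes in each of the 12 mice. The normalized counts summed to a median of 33336555 in WT, 33568716.5 in HT and 33654954.5 in HM mice. Such sums do not show the sequencing depth, because the normalization has already equalized the libraries. From the spacing of the lowest values above 0, 1 read corresponded to between 0.923 and 1.112 normalized counts, or about 30172972 to 36109439 reads on genes per mouse.

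Genotypes were compared with limma on log2(normalized count + 1), with a variance prior that follows the mean, and p-values were adjusted by the Benjamini-Hochberg (BH) method. Each comparison used only the 8 mice of its genotypes and the genes with a mean of at least 10 normalized counts in them, which left 18004 genes for HT against WT and as many for HM against WT. The same 4 WT mice served both comparisons. Values are given as mean ± SD with n = 4 mice per genotype, and log2 fold changes are on the log2(normalized count + 1) scale, with their standard error (SE). Exact permutation tests were two-sided, and 0.0286 is the smallest p that 4 mice against 4 allow. In data simulated from the means and variances of 18006 genes, with 200 of them changed, the test recovered 41 genes at a true log2 fold change of 0.25, 124 at 0.5, 153 at 1 and 193 at 2. The same simulations gave 6, 9, 3 and 10 unchanged genes with an adjusted p under 0.05 (limma, BH), so most changes of 0.25 lay below what 4 mice per genotype could show.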

To investigate the molecular phenotypes of *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice, we performed RNA-sequencing (RNA-seq) analyses using whole-brain lysates obtained at ∼P120. Our analysis identified 13 DEGs (7 upregulated and 6 downregulated; cutoff, p value < 0.05) in *Slc6a20a*^+/–^ mice and 33 DEGs (27 upregulated and 6 downregulated) in *Slc6a20a^–/–^* mice, with four DEGs overlapping between the genotypes (*Nlgn3*/neuroligin-3, *Tenm3*/teneurin-3, and *Cdc73* upregualted and *Slc6a20a* downregulated) (Figures 4A,B and Supplementary Table 2).

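The targeted gene, Slc6a20a, had 679.3 ± 70.1 normalized counts in WT mice, with values of 704, 584, 678.5 and 751 in the 4 mice. HT mice had 345 ± 29.1 normalized counts, between 310 and 372, which is 50.8% of the WT mean. HM mice had 64.5 ± 9.9 normalized counts, between 55.6 and 76.5, which is 9.5% of the WT mean. The log2 fold change was -0.97 in HT mice (SE 0.09, limma, BH-adjusted p = 9.38e-04) and -3.38 in HM mice (SE 0.12, limma, BH-adjusted p = 1.75e-08). Without a trend in the variance prior, an alternative chosen after seeing the data, the adjusted p in HT mice was 0.145 (limma, BH). The values of the 3 genotypes did not overlap in any pair of genotypes, a separation with an exact permutation p of 0.0286 for each pair. The log2 fold change of HM against HT mice was -2.41 (SE 0.12, limma, BH-adjusted p = 1.79e-06). Slc6a20b, a neighbouring paralog on the same strand with which Slc6a20a could share reads, had only 29.1 ± 3.4 normalized counts in WT, 27.1 ± 6.1 in HT and 17 ± 5.2 in HM mice, and its adjusted p was 0.951 in HT and 0.655 in HM mice (limma, BH). All 4 HM values of Slc6a20b lay below all WT values (exact permutation p = 0.0286), with a log2 fold change of -0.78 (SE 0.26, unadjusted p = 0.00981 by limma, and -0.95 to -0.61 with each mouse left out in turn). In HT mice, its log2 fold change turned from -0.12 to 0.02 without HT replicate 3.

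**Figure D2:**
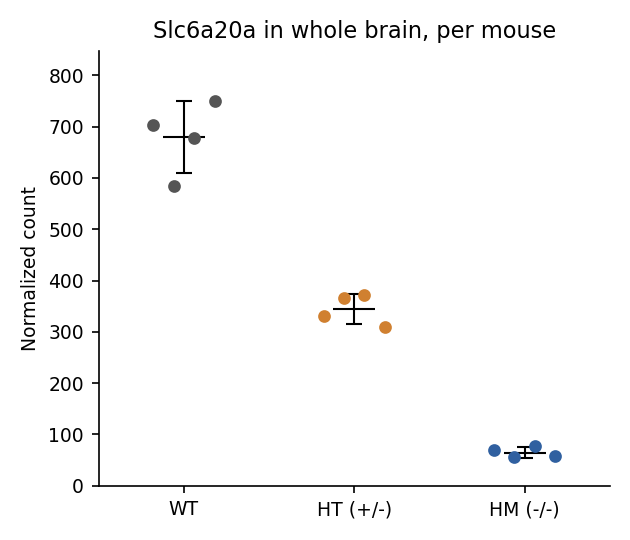
Normalized counts of Slc6a20a (y axis, from 0) in WT, HT and HM mice, with a point per mouse, a horizontal bar for the mean and error bars for the SD (n = 4 mice per genotype). The HT mice lie between 310 and 372 normalized counts and the HM mice between 55.6 and 76.5.

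Among the 18004 genes tested, the number with an adjusted p under 0.05 (limma, BH) was 1 in HT mice (Slc6a20a) and 2 in HM mice (Slc6a20a, and Gtf3c4 among the upregulated genes). An unadjusted p under 0.05 was reached by 1156 genes in HT mice, of which 569 were higher than in WT, and by 1258 genes in HM mice, of which 708 were higher. HT and HM mice shared 1 gene past the adjusted threshold, Slc6a20a, against a mean of 0 in simulated unchanged groups with a common simulated WT group. Of the DEGs that the paper lists, all 13 in HT mice and all 33 in HM mice differed from WT in the direction the paper gives, with limma's unadjusted p at most 0.00114 in HT and 0.00275 in HM mice. They fell within the first 23 genes by p in HT mice and the first 77 in HM mice. With p-values adjusted over the list alone, 13 of 13 and 33 of 33 genes passed, which is not independent evidence because the lists were chosen on these mice. The alternative that moved the counts most took p-values from a normal instead of a t distribution. It was chosen after seeing the data and gave 47 genes in HT mice and 77 in HM mice, but in simulated data without any changed gene it called 39 of 18006 genes, and the t distribution called 0. With each mouse left out in turn, the number of genes in HT mice was 1 in most fits, 2 without WT replicate 2 and 5 without HT replicate 3 (Cdc73, Col24a1, Gm1980, Gm49450 and Slc6a20a), and in HM mice it stayed between 2 and 3. HM mice compared directly with HT mice had 1 gene with an adjusted p under 0.05 (Slc6a20a, limma, BH) and 672 with an unadjusted p under 0.05. The number was 7 without HM replicate 2 (Cdhr1, Doc2g, Eomes, Frmd7, Lgr6, Omp and Slc6a20a), 7 without HM replicate 3 (Gm37206, Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, Slc6a20a and mt-Co3) and 1 to 3 without any other mouse. Of 43 genes, namely those the paper lists and Slc6a20b, 1 passed the adjusted threshold in that comparison and 17 had an unadjusted p under 0.05.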

**FIGURE 4:**
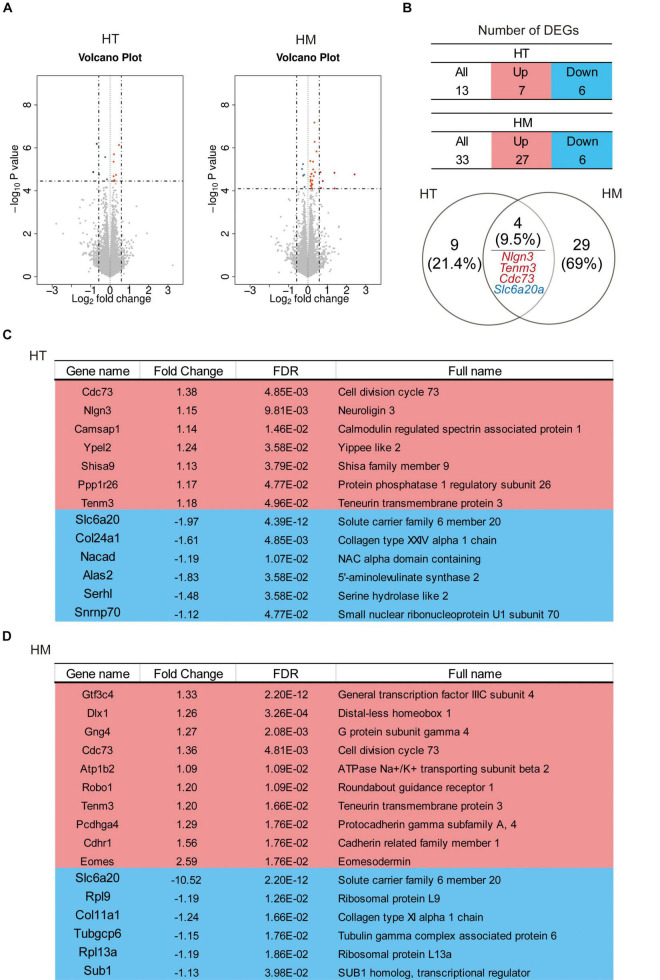
Differentially expressed genes (DEGs) in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice. **(A)** Volcano plot for DEGs from *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice (∼P120). (*n* = 4 mice for WT-HT, HT, WT-HM, and HM; dotted lines indicate adjusted *p*-value < 0.05 or | FC| > 1.5; DEGs were defined by adjusted p-values but not fold changes). See Supplementary Table 2 for raw RNA-seq results. **(B)** Summary tables showing the numbers of up- and downregulated DEGs, and Venn diagrams showing the overlap between DEGs from *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice. Upregulated, overlapped DEGs (*Nlgn3*/neuroligin-3,*Tenm3*/teneurin-3, and *Cdc73*) and downregulated, overlapped DEGs (*Slc6a20a*) are indicated in red and blue colors, respectively. **(C,D)** Lists of all significantly up- and downregulated DEGs from *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice; only the top 10 upregulated DEGs out of 27 are shown for *Slc6a20a^–/–^* mice to save space (see Supplementary Table 3 for further details).

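Cdc73 (ENSMUSG00000026361), on chromosome 1 from 143598800 to 143702893, had 1854 ± 296.5 normalized counts in HT mice and 1345 ± 88.2 in WT mice, a log2 fold change of 0.45 (SE 0.10, limma, BH-adjusted p = 0.726). The lowest HT mouse, with 1481 normalized counts, lay above the highest WT mouse, with 1458 (exact permutation p = 0.0286). With each mouse left out in turn, the log2 fold change of Cdc73 ranged from 0.37 to 0.55 and the adjusted p from 0.0281, without HT replicate 3, to 0.96 (limma, BH). Camsap1 on chromosome 2 (25926838 to 25983282) rose from 3686 ± 94.9 to 4193 ± 132 normalized counts, a log2 fold change of 0.19 with an SE of 0.04. Ypel2 on chromosome 11 (86936425 to 86993707) had 1835 ± 79.6 normalized counts in WT and 2271 ± 250.5 in HT mice, with a log2 fold change of 0.30 (SE 0.07). For Shisa9 on chromosome 16 (11984113 to 12270902), the counts were 2229 ± 40.2 in WT and 2530 ± 75.8 in HT mice, and the log2 fold change was 0.18 (SE 0.04). Ppp1r26 on chromosome 2 (28446800 to 28455508) went from 934.5 ± 20.5 to 1093 ± 24.2 normalized counts, a log2 fold change of 0.23 (SE 0.05). With Nlgn3 and Tenm3, these make 7 genes whose HT values all lay above the WT values, a separation that chance gives any one gene with p = 0.0286 in the exact permutation test. None of the 7 had an adjusted p under 0.05 over all 18004 genes (limma, BH-adjusted p = 0.726 for each), and each had an unadjusted p under 0.05.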

In DEGs from *Slc6a20a*^+/–^ mice, the seven significantly upregulated genes were *Cdc73* (cell division cycle 73), *Nlgn3* (neuroligin 3), *Camsap1* (calmodulin regulated spectrin-associated protein 1), *Ypel2* (Yippee like 2), *Shisa9* (Shisa family member 9), *Ppp1r26* (protein phosphatase 1 regulatory subunit 26), and *Tenm3* (teneurin transmembrane protein 3) (Figure 4C and Supplementary Table 3). The products of some of these genes have been associated with synaptic and neuronal functions. Neuroligin-3 is a synaptic adhesion molecule involved in synapse development and regulation and ASD-related brain functions and behaviors (Etherton et al., 2011; Foldy et al., 2013; Jaramillo et al., 2014; Rothwell et al., 2014; Zhang and Sudhof, 2016; Cao et al., 2018; Sudhof, 2018). CAMSAP1 binds to the minus end of microtubules and regulates neuronal polarity/migration and cortical lamination (Meng et al., 2008; Akhmanova and Steinmetz, 2015; Zhou et al., 2020). Shisa9 (also known as CKAMP44) is an AMPA receptor auxiliary protein that regulates the trafficking, subcellular localization, and function of AMPA receptors (von Engelhardt et al., 2010; Jacobi and von Engelhardt, 2018; von Engelhardt, 2019). Teneurin-3 is a transmembrane protein involved in homophilic adhesion as well as heterophilic adhesion with latrophilins that regulates synapse specificity and neural circuit assembly (Mosca et al., 2012; Li et al., 2018; Sando et al., 2019; Pederick and Luo, 2021).

The six significantly downregulated genes in *Slc6a20a*^+/–^ mice were *Slc6a20a* (solute carrier family 6 member 20), as expected, followed by *Col24a1* (collagen type XXIV alpha 1 chain), *Nacad* (NAC alpha domain-containing), *Alas2* (5′-aminolevulinate synthase 2), and *Serhl2* (serine hydrolase-like 2), and *Snrnp70* (small nuclear ribonucleoprotein U1 subunit 70) (Figure 4C). 

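Col24a1 (ENSMUSG00000028197), on chromosome 3 from 145292472 to 145552011, had 396 ± 95.3 normalized counts in HT mice and 638 ± 83.1 in WT mice, a log2 fold change of -0.70 (SE 0.14, limma, BH-adjusted p = 0.726). Leaving out each mouse in turn gave log2 fold changes from -0.85 to -0.59, and the adjusted p of Col24a1 fell to 0.0400 without HT replicate 3 (limma, BH). Nacad, on chromosome 11 from 6597823 to 6606053, decreased from 1762 ± 68.2 to 1479 ± 72.6 normalized counts, with a log2 fold change of -0.25 (SE 0.05). The gene listed as Serhl2 carries the symbol Serhl (ENSMUSG00000058586) in GENCODE M21 and lies on chromosome 15 from 83089506 to 83116674. It had 193 ± 23.2 normalized counts in WT and 130.4 ± 10.1 in HT mice, a log2 fold change of -0.56 (SE 0.12). Snrnp70 is more abundant, with 14924 ± 450.0 normalized counts in WT and 13364 ± 439 in HT mice, and had the smallest change of the 6 genes, a log2 fold change of -0.16 (SE 0.04). The HT values of all 6 genes lay below the WT values (exact permutation p = 0.0286 for each).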

Interestingly, Alas2 is an enzyme localized in the mitochondria of erythrocytes; it regulates the heme biosynthetic pathway and is implicated in X-linked sideroblastic anemia (XLSA) (Nzelu et al., 2021).

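Alas2 (ENSMUSG00000025270), on the X chromosome from 150547375 to 150570638, had 86.1 ± 12.0 normalized counts in HT mice and 157 ± 44.3 in WT mice, a log2 fold change of -0.83 (SE 0.19, limma, BH-adjusted p = 0.726). In HM mice its level was 162 ± 106 normalized counts, with a log2 fold change of -0.21 and an SE of 0.43, and without HM replicate 3 it changed sign to 0.31. Alas2 rose and fell from mouse to mouse with the mean of the globin transcripts Hba-a1, Hba-a2, Hbb-bs and Hbb-bt. Across the 12 mice, Pearson's r was 0.912 (permutation p = 4e-05) and Spearman's rho was 0.923 (permutation p = 6e-05). Without the 2 mice farthest from the median of the globin mean, r was 0.846. Within genotypes, r was 0.924 (permutation p = 0.0027, BH-adjusted 0.00595 over 4 such relations).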

In *Slc6a20a^–/–^* mice, the top ten upregulated genes were *Gtf3c4* (general transcription factor IIIC subunit 4), *Dlx1* (distal-less homeobox 1), *Gng4* (G protein subunit gamma 4), *Cdc73* (cell division cycle 73; also upregulated in *Slc6a20a*^+/–^ mice), *Atp1b2* (ATPase Na + /K + transporting subunit beta 2), *Robo1* (roundabout guidance receptor 1), *Tenm3* (teneurin transmembrane protein 3), *Pcdhga4* (protocadherin gamma subfamily A, 4), *Cdhr1* (cadherin related family member 1), and *Eomes* (eomesodermin) (Figure 4D). 

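Gtf3c4 (ENSMUSG00000035666), on chromosome 2 from 28822299 to 28840360, had 1862 ± 55.2 normalized counts in HM mice and 1395 ± 35.6 in WT mice, a log2 fold change of 0.42 (SE 0.04, limma, BH-adjusted p = 0.00446). With each mouse left out in turn, its log2 fold change stayed between 0.40 and 0.44 and its adjusted p between 0.0119 and 0.0391 (limma, BH). Apart from fits that left out a mouse, the alternatives gave an adjusted p from 1.15e-16, with a normal reference distribution chosen after seeing the data, to 0.149, with a block for mice whose animal numbers start alike (limma, BH). That block takes the fold change from WT replicates 1 and 2 and HM replicates 3 and 4 alone, because the other number starts do not occur in both genotypes. Gtf3c4 also lost its call with a block for the replicate number (adjusted p = 0.0681) and without a trend in the variance prior (adjusted p = 0.114, limma, BH, an alternative chosen after seeing the data). HT mice had 1570 ± 186 normalized counts of Gtf3c4, a log2 fold change of 0.16 against WT. Dlx1 rose from 1077 ± 30.6 to 1361 ± 97.8 normalized counts, a log2 fold change of 0.34 (SE 0.06, limma, BH-adjusted p = 0.282). Gng4, at 1598 ± 119 normalized counts in WT and 2026 ± 147 in HM mice, changed by a log2 fold change of 0.34 (SE 0.06). Cdc73 had 1828 ± 269 normalized counts in HM mice and a log2 fold change of 0.43 (SE 0.09). Atp1b2 showed the smallest change, a log2 fold change of 0.12 (SE 0.03), from 14891 ± 132 to 16205 ± 135 normalized counts. For Robo1 the log2 fold change was 0.27 (SE 0.05), between 1526 ± 80.4 in WT and 1835 ± 94.4 in HM mice. Pcdhga4 had 735 ± 68.1 normalized counts in HM and 570.1 ± 39.7 in WT mice, which is uncertain because the protocadherin gamma genes share exons among which Salmon divides the reads. Apart from Gtf3c4, none of the upregulated genes had an adjusted p under 0.05 (limma, BH), and all 27 had an unadjusted p under 0.05.

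Cdhr1 had 508 ± 110 normalized counts in HM mice and 325 ± 52 in WT mice, a log2 fold change of 0.63 (SE 0.15, limma, BH-adjusted p = 0.553). Eomes had 68.4 ± 20.2 normalized counts in HM mice and 26.1 ± 10.7 in WT mice, a log2 fold change of 1.39 (SE 0.29), and between 17.5 and 32.8 normalized counts in HT mice. The mean of 11 marker genes of the olfactory bulb, a list without genes that the paper reports, was also higher in HM than in WT mice, by 0.38 on the log2 scale (exact permutation p = 0.0571).

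**Figure D3:**
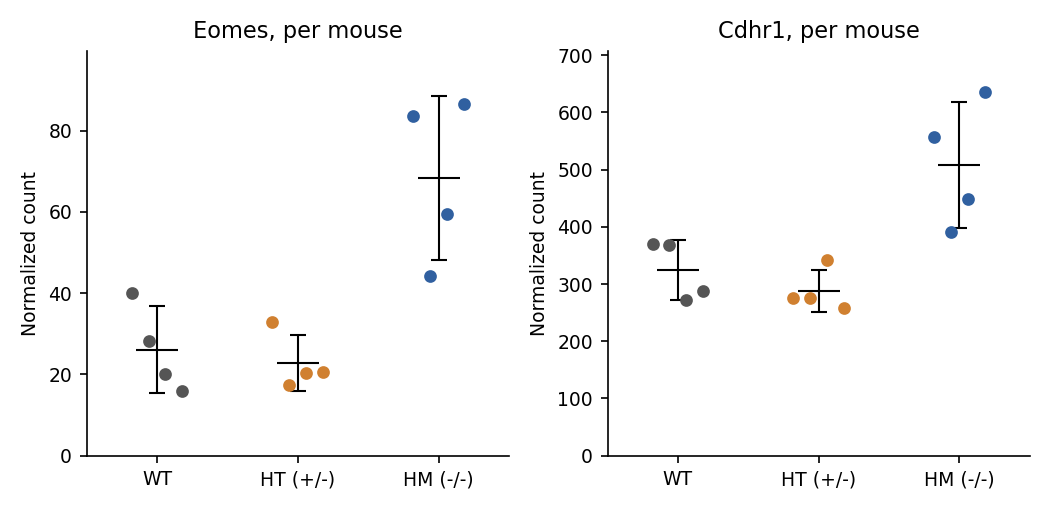
Normalized counts of Eomes and Cdhr1 (y axes, from 0) in WT, HT and HM mice, with a point per mouse, a horizontal bar for the mean and error bars for the SD (n = 4 mice per genotype). Eomes lies between 44.1 and 86.5 normalized counts in HM mice and between 15.8 and 40.1 in WT mice, and Cdhr1 between 391 and 636 in HM mice and between 272 and 369.5 in WT mice.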

Dlx1 is a homeobox transcription factor that regulates neuronal differentiation (Petryniak et al., 2007; Lee B. et al., 2018; Pla et al., 2018; Lindtner et al., 2019). Atp1b2 is a sodium-potassium ATPase that regulates neuronal excitability (Larsen et al., 2016). Robo1 is a transmembrane protein that regulates axon guidance and neuronal migration (Seeger et al., 1993; Kidd et al., 1998).

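Among the other genes higher in HM than in WT mice, Mdga1 (chromosome 17, 29827949 to 29970087) had 1645 ± 71.2 normalized counts in HM mice and 1340.2 ± 127 in WT mice, a log2 fold change of 0.30 (SE 0.07, limma, BH-adjusted p = 0.553). Cacng8 (chromosome 7, 3390683 to 3415648) had 1791 ± 33.9 normalized counts in HM mice against 1569 ± 44.6, and its log2 fold change was 0.19 (SE 0.04). Sema5a (chromosome 15, 32244810 to 32696341) had 2433 ± 86.1 and 2081 ± 134 normalized counts in HM and WT mice, a log2 fold change of 0.23 (SE 0.05). For the upregulated genes not described so far, the log2 fold change was 0.19 for Abcg1, 0.17 for Tmem130, 0.13 for Sez6, 0.13 for Dner, 0.23 for Pcbp3, 0.13 for Cs, 0.20 for Wfs1, 0.14 for Gaa, 0.64 for Map3k1 and 0.23 for Tshz1 (limma, BH-adjusted p = 0.643 for Map3k1 and 0.553 for the others). Across the 27 upregulated genes, the log2 fold changes ranged from 0.12 to 2.43 with a median of 0.27. In 24 of the 27 genes, every HM mouse had a higher value than every WT mouse, a separation that chance gives any one gene with p = 0.0286 in the exact permutation test. The genotypes overlapped for Ms4a15, Frmd7 (exact permutation p = 0.0571 for each) and Doc2g (exact permutation p = 0.0857). Ms4a15, with the largest change of the 27, had only 9.4 ± 7.3 normalized counts in WT and 51.3 ± 30.5 in HM mice.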

Many DEGs from *Slc6a20a^–/–^* mice not mentioned above have also been associated with synaptic and neuronal functions; examples include *Mdga1* (MAM domain containing glycosylphosphatidylinositol anchor 1) (Lee et al., 2013; Pettem et al., 2013; Kim et al., 2017; Um and Ko, 2017), *Cacng8* (calcium voltage-gated channel auxiliy subunit gamma 8) (Nicoll et al., 2006; Diaz-Alonso and Nicoll, 2021), *Sema5a* (semaphorin 5A) (Duan et al., 2014), and *Nlgn3* (neuroligin 3) (Sudhof, 2018). It is also notable that neuroligin-3 and teneurin-3 are similarly upregulated in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice, suggesting that their upregulations may represent a shared mechanism responding to *Slc6a20a* deletion. 

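Nlgn3 (ENSMUSG00000031302), on the X chromosome from 101299168 to 101325963, had 3880 ± 117 normalized counts in WT, 4472 ± 175 in HT and 4402.5 ± 204 in HM mice. Its log2 fold change against WT was 0.20 in HT mice (SE 0.04, limma, BH-adjusted p = 0.726) and 0.18 in HM mice (SE 0.04, limma, BH-adjusted p = 0.553). Tenm3 (ENSMUSG00000031561), on chromosome 8 from 48227682 to 48843951, had 2970 ± 239 normalized counts in WT, 3510 ± 145 in HT and 3577 ± 175 in HM mice. Its log2 fold change was 0.24 in HT mice (SE 0.06) and 0.27 in HM mice (SE 0.06), with limma's unadjusted p at 8.23e-04 and 4.7e-04. For both genes, each HT and each HM mouse lay above all 4 WT mice (exact permutation p = 0.0286 in each comparison). Between HM and HT mice, the log2 fold change was -0.02 for Nlgn3 and 0.03 for Tenm3, with unadjusted p-values from limma of 0.598 and 0.557. Since both differences are taken against the same WT mice, a chance low value in WT enters both. In 100 simulations of unchanged groups, the WT values were drawn as well and served both comparisons. Each gene was drawn on its own, so variation that genes share was left out, which can make the spread too narrow. A mean of 184 genes and at most 219 then had an unadjusted p under 0.05 (limma) in both comparisons with the same direction. In the measured mice, 418 genes did so. When the 12 mice were regrouped at random, 3 of 100 regroupings gave at least as many, up to 556. With a block for mice whose animal numbers start alike, the number was 190, against 417 without it for the genes tested in both comparisons. That block leaves fewer mice in each comparison and only WT replicate 2 in both, so the fall does not show a cause.

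**Figure D4:**
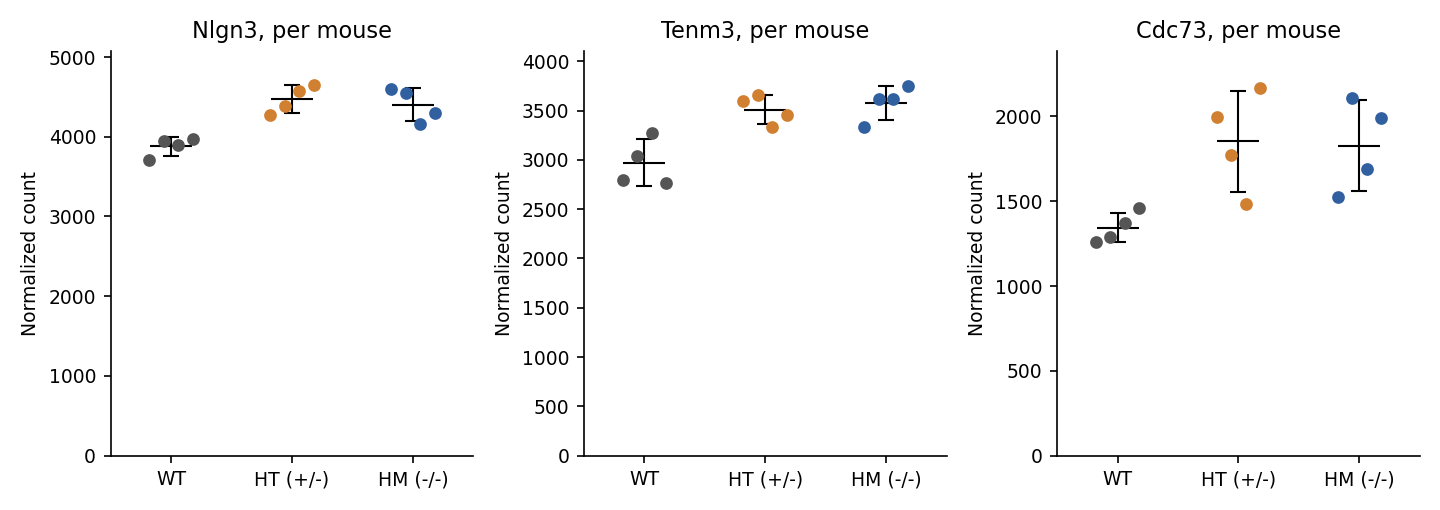
Normalized counts of Nlgn3, Tenm3 and Cdc73 (y axes, from 0) in WT, HT and HM mice, with a point per mouse, a horizontal bar for the mean and error bars for the SD (n = 4 mice per genotype). Nlgn3 lies between 3710 and 3967 normalized counts in WT mice, between 4271.5 and 4655 in HT mice and between 4166 and 4600.2 in HM mice.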

Lastly, the six significantly downregulated genes in *Slc6a20a^–/–^* mice were *Slc6a20a, Rpl9* (ribosomal protein L9), *Col11a1* (collagen type XI alpha 1 chain), *Tubgcp6* (tubulin gamma complex associated protein 6), *Rpl13a* (ribosomal protein L13A), and *Sub1* (SUB1 homolog, transcriptional regulator) (Figure 4D).

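Rpl9, on chromosome 5 from 65388364 to 65391444, had 5212 ± 264 normalized counts in HM mice and 6219 ± 425 in WT mice, a log2 fold change of -0.25 (SE 0.05, limma, BH-adjusted p = 0.553). Rpl13a, on chromosome 7 from 45125558 to 45128761, had a mean of 7810 normalized counts in HM mice (from 7451.6 to 8129.9) and 9259 ± 791 in WT mice, with a log2 fold change of -0.24 (SE 0.05). The gene annotation names 9 pseudogenes of Rpl9 and 1 of Rpl13a, none of which is in the deposited table. Whether Salmon shared reads with these copies was not measured, so the values of both genes are reported as uncertain. Col11a1 (chromosome 3, 114030540 to 114220718) fell from 1311 ± 118 to 1061 ± 34.2 normalized counts, a log2 fold change of -0.30 (SE 0.06). Tubgcp6 (chromosome 15, 89098357 to 89123112) had a log2 fold change of -0.20 (SE 0.04), from 2103 ± 66.5 to 1834 ± 45.2 normalized counts. Sub1 (chromosome 15, 11981339 to 11996983) had 4892 ± 86.4 normalized counts in HM and 5517 ± 274.2 in WT mice, and its log2 fold change was -0.17 (SE 0.04). In each of the 6 genes, including Slc6a20a, all HM values lay below all WT values (exact permutation p = 0.0286), a separation that chance gives any one gene with the same p.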

These results collectively suggest that both *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice show upregulation of genes that are associated with synaptic and neuronal functions and downregulation of genes associated with ribosomal and mitochondrial functions. 

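To give each mouse a value for such functions, gene families were defined by their symbols, namely 83 tested genes of cytosolic ribosomal proteins, 78 of mitochondrial ribosomal proteins, 82 of nuclear-encoded subunits of the respiratory chain, 100 of synaptic receptors, adhesion and scaffold proteins, and 58 of presynaptic vesicle and active zone proteins. The value of a mouse is the mean over a family of log2(normalized count + 1), after subtraction of each gene's mean over the 12 mice. The family of synaptic receptors, adhesion and scaffold proteins was at -0.049 ± 0.044 in WT, 0.022 ± 0.015 in HT and 0.026 ± 0.025 in HM mice. Its difference from WT was 0.071 in HT and 0.075 in HM mice, larger than the spread between mice, and no mutant mouse overlapped with WT (exact permutation p = 0.0286 for each). It was 0.052 and 0.055 without WT replicate 1 (exact permutation p = 0.0571 for each). Presynaptic proteins differed from WT by 0.047 in HT and 0.042 in HM mice (exact permutation p = 0.0571 for each), and by 0.059 and 0.054 without WT replicate 2 (exact permutation p = 0.0286 for each). Cytosolic ribosomal proteins were at 0.058 ± 0.10 in WT, -0.024 ± 0.044 in HT and -0.034 ± 0.013 in HM mice. Their difference of -0.083 in HT mice (exact permutation p = 0.2) and -0.092 in HM mice (exact permutation p = 0.114) was within the spread of the WT mice. Without WT replicate 1, these differences were -0.038 and -0.048, and without WT replicate 2 they were -0.119 and -0.128 (exact permutation p = 0.0286 for each). Mitochondrial ribosomal proteins differed from WT by -0.057 in HT (exact permutation p = 0.114) and -0.065 in HM mice (exact permutation p = 0.0571), and by -0.028 and -0.035 without WT replicate 1. Without WT replicate 2 their difference in HM mice was -0.084 (exact permutation p = 0.0286). For the respiratory chain, the difference was -0.045 in HT (exact permutation p = 0.571) and -0.063 in HM mice (exact permutation p = 0.171), and without WT replicate 1 it was 0.003 and -0.016. The smallest BH-adjusted value over the 15 family tests was 0.171.

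**Figure D5:**
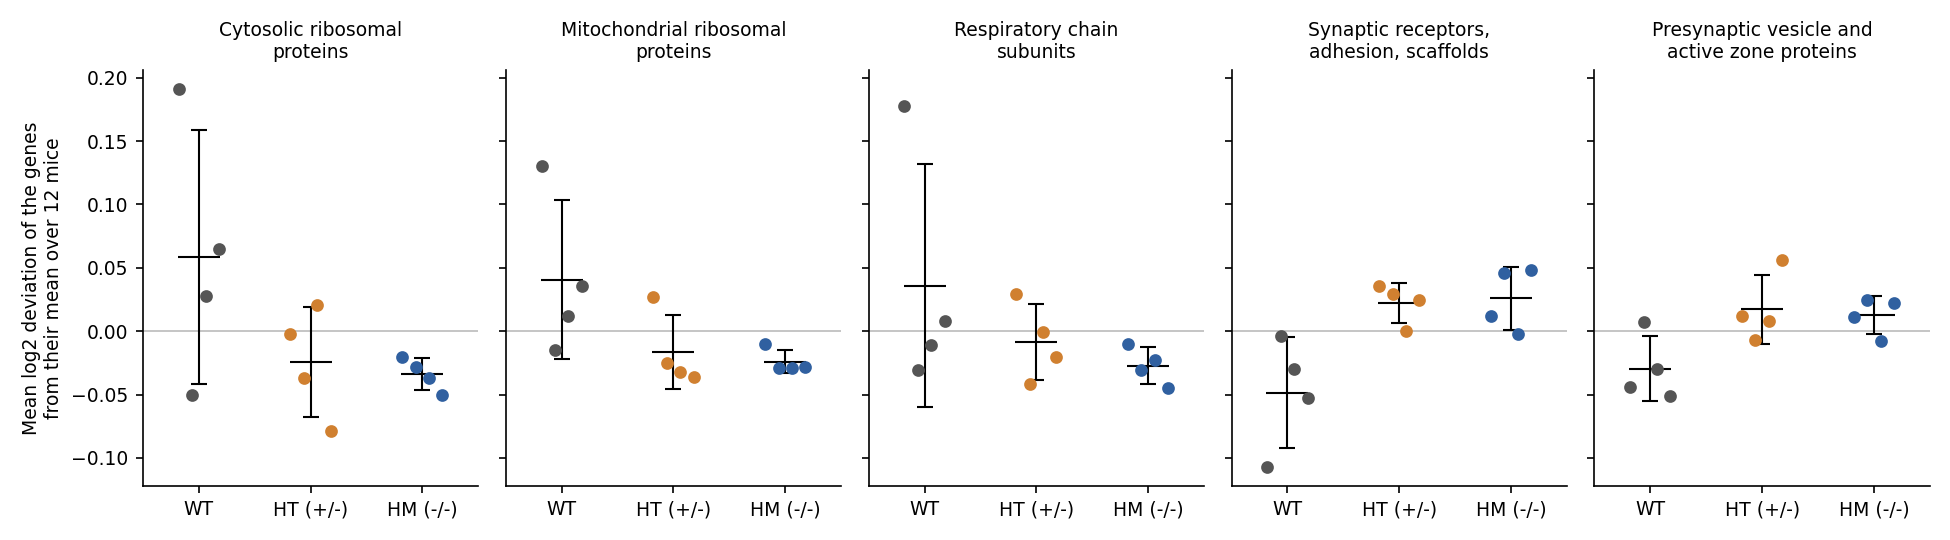
Mean log2(normalized count + 1) of each gene family, relative to its mean over the 12 mice (y axis, log2 scale), in WT, HT and HM mice, with a point per mouse, a horizontal bar for the mean and error bars for the SD (n = 4 mice per genotype). The 4 WT mice lie below all mutant mice for synaptic receptors, adhesion and scaffold proteins, and the genotypes overlap for the ribosomal and respiratory chain families.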

Similar results were obtained from our gene set enrichment analysis (GSEA; see below).

### Biological Functions Altered in the Transcriptomes of *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* Mice Revealed by GSEA

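Preranked gene set enrichment ranks all genes from most increased to most decreased and asks whether the members of a set lie near one end. Genes were ranked by the sign of the change times the fold change divided by limma's p, over the 15129 tested protein-coding genes, without weighting by the size of the rank statistic. The normalized enrichment score (NES) is positive where members lie towards the genes increased in the mutant. Its FDR comes from 1000 permutations of genes, so 0.001 is the smallest FDR it can take here. Permuting genes treats the members of a set as independent, although genes of one family vary together from mouse to mouse. In simulated data, an unchanged set whose members had a correlation of 0.3 was called in 33 of 40 draws of 8 mice. These calls were at an unadjusted enrichment p under 0.05, with genes ranked by the difference of means. In HT/WT transcripts, the correlation estimated by limma's camera was 0.251 to 0.598 for the ribosomal and respiratory chain families. It was 0.0977 and 0.0733 for the synaptic families, so the simulated rate does not carry over to these. To keep the correlation between genes, the rotation test fry of limma was run beside the preranked method. It works on the variation between mice and does not permute genes. Fry asks whether the genes of a set changed, and not whether they changed more than other genes, so the questions differ. The collections behind Figure 5 (MSigDB C5 and KEGG) were not used here. The families of ribosomal, respiratory chain and synaptic genes, defined by symbol before the data were examined, stand in their place.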

Since our DEG analysis yielded small numbers of DEGs, we performed gene set enrichment analysis (GSEA), which can identify altered biological functions using a large number of small but coordinated transcriptomic changes in a less biased manner than analysis of a small number of large transcriptomic changes (Subramanian et al., 2005, 2007).

The transcripts derived from WT and *Slc6a20a*^+/–^ mice (HT/WT transcripts; ∼P120 whole brain) were positively enriched for gene sets associated with neuronal synapses, as shown by the top five enriched gene sets (Figure 5A and Supplementary Table 4). 

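In HT/WT transcripts, the 100 synaptic receptors, adhesion and scaffold proteins had an NES of 4.68 (FDR 0.001) and a median log2 fold change of 0.06. The 58 presynaptic vesicle and active zone proteins had an NES of 3.02 (FDR 0.001) and a median log2 fold change of 0.05. With each mouse left out in turn, the NES ranged from 3.83 to 5.04 and from 2.40 to 3.21. By limma's camera with the correlation between genes estimated from the mice, the unadjusted p was 0.0259 for the first and 0.0568 for the other family, and the BH-adjusted p over the 5 families was 0.129 and 0.142. With a block for the replicate number, the smallest BH-adjusted p of the 5 families was 0.241 by this test. By limma's fry, a rotation test, it was 0.208 (smallest unadjusted p 0.0796). The rotation test gave an unadjusted p of 0.0204 and 0.042 and a BH-adjusted p of 0.102 and 0.105 (limma's fry). By fry, 1 to 3 of the 5 families had an unadjusted p under 0.05 in most fits that left out a mouse, 0 did without HT replicate 1 or 4, and an adjusted p under 0.05 was reached by 1 family in the fit without WT replicate 2.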

Clustering of the positively enriched gene sets using CytoScape Enrichment App (Merico et al., 2010; Isserlin et al., 2014) further confirmed that there were positive enrichments for functions associated with neuronal synapses, such as synaptic specialization, presynaptic active zone, ion channels, dendrites, and axons (Figure 5B).

**FIGURE 5:**
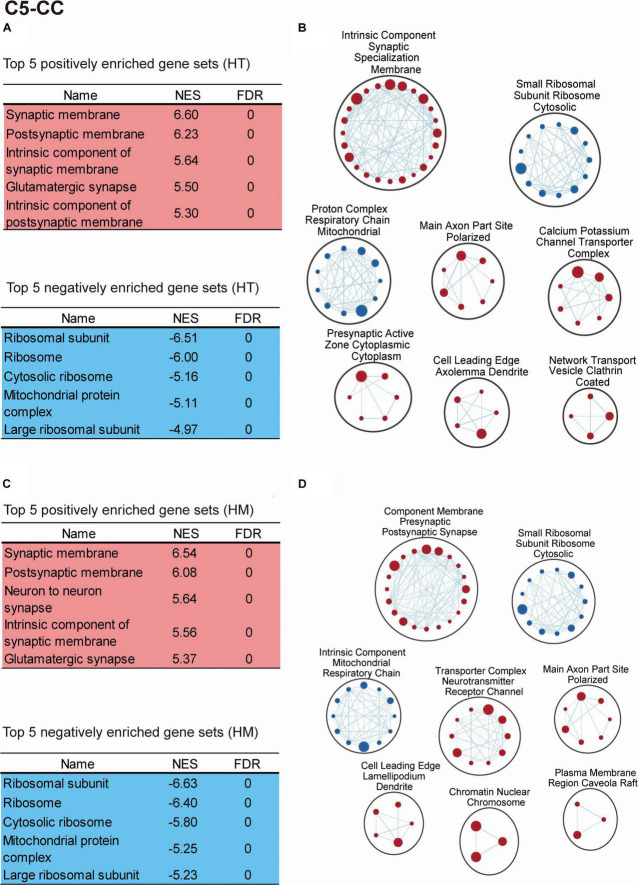
Biological functions altered in the transcriptomes of *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice, as revealed by GSEA. **(A–D)** GSEA results for transcriptomes from WT and *Slc6a20a*^+/–^ mice (HT/WT transcripts) and WT and *Slc6a20a^–/–^* mice (HM/WT transcripts), as shown by the top five most strongly enriched gene sets **(A,C)** and clustering of the enriched gene sets using CytoScape EnrichmentApp **(B,D)**. See Supplementary Table 4 for enriched gene sets beyond the top five genes shown in the table. Gene set clusters composed of > 3 gene sets are shown. These GSEA results were derived using the gene sets of the cellular component (CC) domain in the C5 database; see Supplementary Figures 2,3 for the GSEA results from the biological process (BP) and molecular function (MF) domains in the C5 database. NES, normalized enrichment score; FDR, false detection rate. [*n* = 4 mice for WT-HT, HT, WT-HM, and HM; FDR < 0.05 **(B,D)**].

These results were obtained using the gene sets of the cellular component domain in the C5 database; we also obtained similar results using the gene sets of the biological process and molecular function domains of the C5 database (Supplementary Figures 2A,B, 3A,B and Supplementary Table 4). In addition, the use of gene sets in the KEGG domain indicated positive enrichments for synapse-related gene sets including long-term potentiation and gap junction, known to cooperate with excitatory synapses (Lee et al., 2021), as well as negative enrichments for ribosome/mitochondria-related gene sets (Supplementary Figures 4A,B and Supplementary Table 4).

The HT/WT transcripts were negatively enriched for gene sets associated with ribosomes and mitochondria (Figure 5A and Supplementary Table 4). In addition, CytoScape Enrichment App analysis revealed similar negative enrichments for ribosome/mitochondria-related functions, such as ribosomal subunits and respiratory chain complex (Figure 5B).

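Cytosolic ribosomal proteins had an NES of -5.40 (FDR 0.001) in HT/WT transcripts, with a median log2 fold change of -0.08 over 83 genes. Mitochondrial ribosomal proteins (78 genes) had an NES of -3.36 (FDR 0.001) and nuclear-encoded respiratory chain subunits (82 genes) an NES of -3.34 (FDR 0.001). Without WT replicate 1, these values were -3.15 (FDR 0.001), -2.14 (FDR 0.00365) and -0.94 (FDR 0.514), so the call for the respiratory chain rested on that mouse. A block for mice whose animal numbers start alike gave the respiratory chain an NES of -0.72 (FDR 0.816). This is not a separate result, because the block also takes WT replicate 1 out of the HT/WT fold change. Fry gave a BH-adjusted p of 0.248 for cytosolic ribosomal, 0.248 for mitochondrial ribosomal and 0.397 for respiratory chain genes (limma). Members of the cytosolic ribosomal family varied together between mice of a genotype, with an inter-gene correlation of 0.598 estimated by limma's camera. These families have short transcripts, with median lengths of 628.5, 848 and 608 bp against 2886 bp for the synaptic receptor family. Across 17990 genes, the log2 fold change rose with transcript length (Spearman's rho 0.153, and 0.058 without WT replicate 1), a relation across genes, which are not independent replicates. After a correction for length and GC content, the NES was -4.35, -2.87 and -2.15 for the 3 families, each with an FDR of 0.001.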

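In HM/WT transcripts, synaptic receptors, adhesion and scaffold proteins had an NES of 5.19 (FDR 0.001) and a median log2 fold change of 0.07 over the family's 100 genes. Presynaptic vesicle and active zone proteins had an NES of 2.36 (FDR 0.001) and a median log2 fold change of 0.035. The NES of the first family stayed between 3.75 and 5.36 when each mouse was left out in turn, and that of the other between 1.90 and 2.94. With a block for mice whose animal numbers start alike, the presynaptic family had an NES of 1.39 (FDR 0.112), a value that rests on WT replicates 1 and 2 and HM replicates 3 and 4. In the rotation test, the unadjusted p was 0.0256 and 0.0389, and the BH-adjusted p was 0.0972 for both families (limma's fry). Camera with estimated correlation gave a BH-adjusted p of 0.181 for both (limma). Without WT replicate 2, 3 of the 5 families had an adjusted p under 0.05 by fry, the lowest at 0.0257, and 0 did in each other fit that left out a mouse, with 0 to 2 at an unadjusted p under 0.05.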

The transcripts derived from WT and *Slc6a20a^–/–^* mice (HM/WT transcripts) were positively enriched for gene sets associated with neuronal synapses, as supported by the top five gene sets and CytoScape Enrichment App clustering (Figures 5C,D and Supplementary Table 4). In addition, the HM/WT transcripts were negatively enriched for gene sets associated with ribosomes and mitochondria, as supported by the top five gene sets and CytoScape Enrichment App clustering (Figures 5C,D and Supplementary Table 4). 

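The NES in HM/WT transcripts was -5.94 for cytosolic ribosomal, -3.58 for mitochondrial ribosomal and -4.16 for respiratory chain genes, each with an FDR of 0.001. Their median log2 fold changes were -0.10, -0.05 and -0.07. When WT replicate 1 was left out, the NES came to -3.99 (FDR 0.001), -2.33 (FDR 0.00179) and -1.84 (FDR 0.0147). The 3 families had BH-adjusted p-values of 0.181, 0.181 and 0.227 in the rotation test (limma's fry). The log2 fold change rose with transcript length in this comparison as well (Spearman's rho 0.157 across 17991 genes, which are not independent replicates, and 0.067 without WT replicate 1). Correction for length and GC content gave NES values of -5.25, -2.68 and -3.08, with an FDR of 0.001 for each.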

Similar results were obtained using the gene sets of the biological process and molecular function domains (Supplementary Figures 2C,D, 3C,D and Supplementary Table 4).

These results collectively suggest that heterozygous and homozygous deletion of *Slc6a20a* in mice leads to similar increases in synapse-associated genes and similar decreases in ribosome- and mitochondria-related genes.

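HM mice were compared directly with HT mice for the same families. The 2 synaptic families had an NES of 0.61 (FDR 0.943) and -0.59 (FDR 0.95), and the cytosolic ribosomal family had an NES of -2.41 (FDR 0.001), the mitochondrial ribosomal family of -0.70 (FDR 1.0) and the respiratory chain of -2.12 (FDR 0.0056). No family had an FDR under 0.05 without HT replicate 1 or without HT replicate 3, where the cytosolic ribosomal NES was -1.10 (FDR 0.406). Without HM replicate 3, 3 families passed, 1 of them with a positive NES. Over the fits that left out a mouse, the NES of synaptic receptors ranged from -1.48 to 1.79. In the rotation test, none of the 5 families had an adjusted or an unadjusted p under 0.05 in this comparison (limma's fry, smallest unadjusted p 0.334). Mouse by mouse, the mean of the synaptic receptor family differed by 0.004 between HM and HT mice (exact permutation p = 0.857) and that of cytosolic ribosomal genes by -0.010 (exact permutation p = 0.743). Over 18006 genes, the log2 fold changes of HT and HM mice against WT had a Pearson correlation of 0.469, and 73.2% of them had the same sign. This is a correlation across genes, which are not independent replicates, and the WT mice are shared. Simulated unchanged groups with a common simulated WT group gave a mean correlation of 0.50 (from 0.379 to 0.564) and 66.7% of genes with the same sign. With 2 of the WT mice for each comparison, the correlation was -0.00383 on average over 6 ways to divide them. For genes above the median expression, the correlation was 0.619 with all WT mice, 0.503 on average in the simulated groups and 0.131 with separate WT mice. From the GSEA of both genotypes, the paper proposes that heterozygous and homozygous deletion raise synapse-associated genes and lower ribosome- and mitochondria-related genes to a similar extent.

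**Figure D6:**
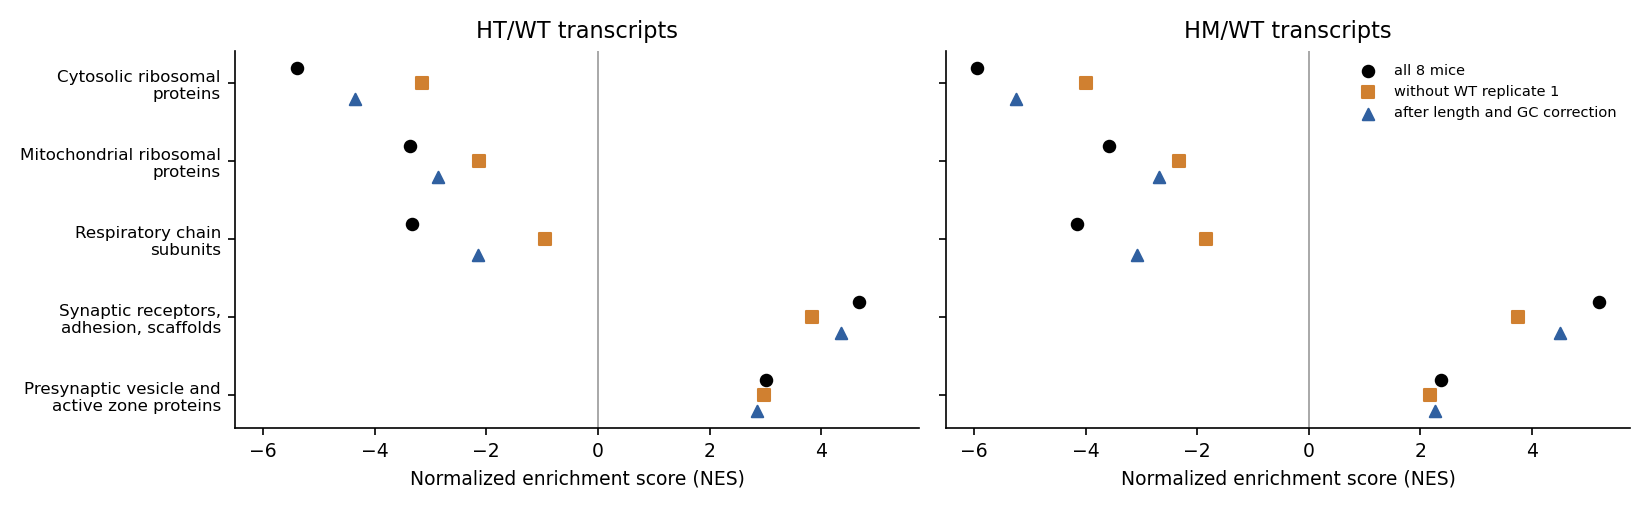
NES of the 5 gene families (x axis, no unit) in HT/WT and HM/WT transcripts, with all mice, without WT replicate 1 and after correction for length and GC content, and with a marker per value. The synaptic families lie above 0 and the ribosomal and respiratory chain families below 0 in both comparisons, and the respiratory chain in HT/WT transcripts moves from -3.34 to -0.94 without WT replicate 1.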

### ASD-Related Transcriptomic Changes in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* Mice Revealed by GSEA

Previous studies investigated transcriptomic changes associated with ASD (Garbett et al., 2008; Voineagu et al., 2011; Gupta et al., 2014; Parikshak et al., 2016; Velmeshev et al., 2019) and reported gene sets that are up- or downregulated in ASD (termed ASD-related gene sets hereafter), including DEG_Up_Voineagu, Co-Exp_Up_M16_Voineagu, DEG_Down_Voineagu, and Co-Exp_Down_M12_Voineagu (Voineagu et al., 2011; Werling et al., 2016) (details on these gene sets are summarized in Supplementary Table 5).

In addition, a large number of previous studies on ASD led to the compilation of ASD-risk gene sets, including SFARI genes (all genes and high-confidence category 1 genes) (Abrahams et al., 2013)^1^, FMRP targets (Darnell et al., 2011; Werling et al., 2016), De Novo Missense (protein-disrupting or missense rare *de novo* variants) (Iossifov et al., 2014; Werling et al., 2016), De Novo Variants (protein-disrupting rare *de novo* variants) (Iossifov et al., 2014; Werling et al., 2016), and AutismKB (Autism KnowledgeBase) (Xu et al., 2012; Yang et al., 2018; Supplementary Table 5). The genes in these ASD-risk gene sets are thought be generally downregulated in ASD because many of the mutations are missense, nonsense, splice-site, frame-shift, and deletion mutations.

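The 30 gene sets of Supplementary Table 5 comprise 4 ASD-related sets, 6 ASD-risk sets and 20 sets of the Kang cell types. Human symbols were matched to mouse symbols without regard to case, and between 90.6% and 100.0% of the genes of a set were tested. With the preranked method, 23 of the 30 sets had an FDR under 0.05 in HT/WT transcripts and 19 in HM/WT transcripts. Leaving out each mouse in turn gave 19 to 25 sets in HT/WT and 18 to 25 sets in HM/WT transcripts. By limma's camera with the correlation between genes estimated from the mice, 0 sets in either comparison had an adjusted p under 0.05 and 10 sets in HT/WT and 8 in HM/WT transcripts had an unadjusted p under 0.05 (smallest BH-adjusted p 0.125 and 0.165). With a block for the replicate number, 3 and 4 sets had an unadjusted p under 0.05 by this test, and 2 and 7 by limma's fry (smallest BH-adjusted p 0.316 and 0.111 by fry). The rotation test over mice also gave 0 sets in either comparison, with 9 and 12 sets at an unadjusted p under 0.05 (limma's fry, smallest BH-adjusted p 0.108 and 0.0897). Fry's adjusted p fell under 0.05 for 2 sets in HT/WT and 5 in HM/WT transcripts without WT replicate 2, for 1 set in HT/WT transcripts without HT replicate 3 and for 4 sets in HM/WT transcripts without HM replicate 3. With its preset inter-gene correlation of 0.01, camera called 18 sets in each comparison, and 0 of these calls held with the estimated correlation or under fry.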

Using these gene sets, we performed GSEA using the HT/WT and HM/WT transcripts from *Slc6a20a*-mutant mice. 

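Co-Exp_Down_M12_Voineagu, with 379 tested genes, had an NES of 3.96 (FDR 0.001) in HT/WT and 2.83 (FDR 0.001) in HM/WT transcripts. With each mouse left out in turn, its NES ranged from 2.78 to 5.04 and from 1.81 to 3.88, and with a block for mice whose animal numbers start alike it was -0.94 in HM/WT transcripts (FDR 0.632). In HM/WT transcripts this block uses only WT replicates 1 and 2 and HM replicates 3 and 4. DEG_Down_Voineagu, with 118 tested genes, had an NES of 2.02 (FDR 0.00528) in HT/WT and 1.16 (FDR 0.335) in HM/WT transcripts. Single mice of either genotype changed its calls. In HT/WT transcripts it passed the threshold in 3 of the 8 fits that left out a mouse, and not without HT replicate 1 (NES 1.32, FDR 0.172), HT replicate 3 (1.52, FDR 0.0734), HT replicate 4 (1.48, FDR 0.087), WT replicate 3 (1.34, FDR 0.148) or WT replicate 4. Without WT replicate 4 its NES was 0.90 in HT/WT (FDR 0.595) and -0.99 in HM/WT transcripts (FDR 0.684), and without WT replicate 1 it was 2.44 (FDR 0.001) and 1.89 (FDR 0.0145). After correction for transcript length and GC content, DEG_Down_Voineagu had an NES of 1.57 (FDR 0.0654) in HT/WT transcripts. Of the sets upregulated in ASD, Co-Exp_Up_M16_Voineagu had an NES of -2.08 (FDR 0.0181) in HT/WT and -0.77 (FDR 1.0) in HM/WT transcripts. Its HT/WT value was 0.61 (FDR 0.938) without WT replicate 4, and it also lost its call without WT replicate 3 (FDR 0.0645) or HT replicate 4 (FDR 0.493). In HM/WT transcripts its NES was -2.47 (FDR 0.00268) without WT replicate 2 and 1.90 (FDR 0.0129) without WT replicate 4. With the animal-number block it had an NES of -1.74 (FDR 0.0879) in HT/WT and 2.54 (FDR 0.001) in HM/WT transcripts, and DEG_Down_Voineagu had one of -1.05 in HM/WT transcripts (FDR 0.625). DEG_Up_Voineagu had an NES of -1.73 (FDR 0.0541) in HT/WT and -0.74 (FDR 0.799) in HM/WT transcripts, and its HT/WT value passed with length and GC correction (-1.77, FDR 0.0293) and in 3 of the 8 fits that left out a mouse, among them the one without WT replicate 2 (FDR 0.005).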

The HT/WT and HM/WT transcripts were positively and similarly enriched for ASD-related gene sets that are downregulated in ASD, such as DEG_Down_Voineagu and Co-Exp_Down_M12_Voineagu (Figure 6A and Supplementary Table 4), suggesting that both HT/WT and HM/WT transcripts exhibit patterns opposite those observed in ASD (termed anti-ASD hereafter).

**FIGURE 6:**
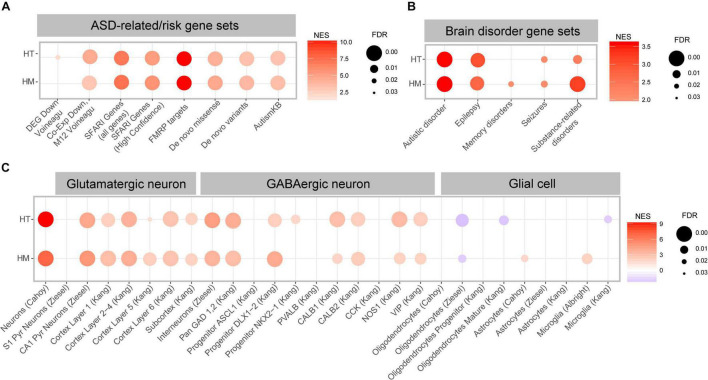
ASD-related transcriptomic changes in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice are revealed by GSEA. **(A)** GSEA results for transcriptomes from WT and *Slc6a20a*^+/–^ mice (HT/WT transcripts) and WT and *Slc6a20a^–/–^* mice (HM/WT transcripts) for ASD-related gene sets (DEG_Down_Voineagu and Co-Exp_Down_M12_Voineagu) and ASD-risk gene sets (SFARI genes (all genes and high-confidence category 1 genes), FMRP targets, De Novo Missense, De Novo Variants, and AutismKB). See Supplementary Table 4 for further details on the GSEA results. NES, normalized enrichment score; FDR, false detection rate. (n = 4 mice for WT-HT, HT, WT-HM, and HM). **(B)** GSEA results for transcriptomes from WT and *Slc6a20a*^+/–^ mice (HT/WT transcripts) and WT and *Slc6a20a^–/–^* mice (HM/WT transcripts) for gene sets in the DisGeNet (https://www.disgenet.org/). See Supplementary Table 4 for further details of the GSEA results. NES, normalized enrichment score; FDR, false detection rate. (n = 4 mice for WT-HT, HT, WT-HM, and HM). **(C)** GSEA results for transcriptomes from WT and *Slc6a20a*^+/–^ mice (HT/WT transcripts) and WT and *Slc6a20a^–/–^* mice (HM/WT transcripts) for cell-type-specific gene sets. See Supplementary Table 4 for further details of the GSEA results. NES, normalized enrichment score; FDR, false detection rate. (*n* = 4 mice for WT-HT, HT, WT-HM, and HM).

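Among the ASD-risk sets, FMRP targets (706 tested genes) had the highest NES, 9.99 in HT/WT and 10.1 in HM/WT transcripts (FDR 0.001 for each), with median log2 fold changes of 0.04 and 0.04. The NES was 7.36 in HT/WT and 7.68 in HM/WT transcripts for SFARI genes (all), 5.71 and 5.54 for SFARI (high confidence), 4.04 and 4.54 for DeNovoMis, 3.42 and 3.72 for DeNovoVariants and 3.597 and 3.68 for AutismKB, each with an FDR of 0.001. Without WT replicate 1, the HT/WT values fell to 1.44 (FDR 0.109) for DeNovoMis and 1.54 (FDR 0.0752) for DeNovoVariants, and to 3.41 for SFARI (high confidence), 4.87 for SFARI genes (all) and 6.89 for FMRP targets (FDR 0.001 for each). In HM/WT transcripts the NES without this mouse was 2.47 for DeNovoMis, 2.503 for DeNovoVariants, 3.94 for SFARI (high confidence), 5.12 for SFARI genes (all) and 7.60 for FMRP targets, again with an FDR of 0.001 for each. A block for mice whose animal numbers start alike, which also takes WT replicate 1 out of the HT/WT fold change, gave DeNovoMis an NES of 1.55 (FDR 0.0721) in HT/WT transcripts. FMRP targets have a median transcript length of 2293.5 bp. After correction for length and GC content, their NES was 8.59 in HT/WT and 8.25 in HM/WT transcripts (FDR 0.001 for each). By rotation over mice, FMRP targets had an unadjusted p of 0.0639 in HT/WT and 0.0261 in HM/WT transcripts, and a BH-adjusted p over the 30 sets of 0.133 and 0.114 (limma's fry).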

The HT/WT and HM/WT transcripts were also positively and similarly enriched for all of the tested ASD-risk gene sets, including SFARI genes, FMRP targets (most strongly enriched), De Novo Missense, De Novo Variants, and AutismKB (Figure 6A and Supplementary Table 4), and thus again exhibited an anti-ASD pattern.

When tested against gene sets associated with various brain disorders (DisGeNet^2^ (Pinero et al., 2017, 2020), the HT/WT and HM/WT transcripts were positively and similarly enriched for ASD and epilepsy-related gene sets, and the HM/WT transcripts were positively and strongly enriched for substance use-related gene sets relative to the HT/WT transcripts (Figure 6B and Supplementary Table 4).

Distinct cell-type-specific transcriptomic changes have also been reported in ASD, including downregulation of neuron- and oligodendrocyte-related genes and upregulation of astrocyte- and microglia-related genes (Voineagu et al., 2011; Werling et al., 2016). This led us to test if the HT/WT and HM/WT transcripts are enriched in these previously reported cell type-specific gene sets (Albright and Gonzalez-Scarano, 2004; Cahoy et al., 2008; Kang et al., 2011; Zeisel et al., 2015; Werling et al., 2016; Velmeshev et al., 2019, 2020; Supplementary Table 5).

The HT/WT and HM/WT transcripts were positively enriched for gene sets associated with glutamate and GABA neurons (Figure 6C and Supplementary Table 4), suggestive of anti-ASD transcriptomic patterns. However, the HT/WT and HM/WT transcripts were negatively and moderately enriched for gene sets associated with oligodendrocytes (Figure 6C), suggestive of “ASD-like” or “pro-ASD” transcriptomic patterns. 

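The 30 sets include 6 of glutamatergic neurons and 10 of GABAergic neurons. All 6 glutamatergic sets had a positive NES with an FDR under 0.05, between 1.63 and 3.86 in HT/WT and between 1.87 and 4.61 in HM/WT transcripts, the highest in each being CTX_GLU_LAYER4. Of the 10 GABAergic sets, 7 in HT/WT and 6 in HM/WT transcripts had a positive NES with an FDR under 0.05, and 0 had a negative NES past that threshold. Their NES ranged from -0.65, for GABA_PVALB, to 3.86, for GABAPAN_GAD1-2, in HT/WT transcripts. With a block for mice whose animal numbers start alike, CTX_GLU_LAYER1 (FDR 0.0642), GABAPRO_DLX1-2 (FDR 0.155) and GABAPRO_NKX2-1 (FDR 0.778) lost their calls in HT/WT transcripts. In HM/WT transcripts, CTX_GLU_LAYER5 (FDR 0.101), GABA_CALB1 (FDR 0.107), GABA_CALB2 (FDR 0.706) and GABA_VIP (FDR 0.148) lost theirs, and GABAPRO_NKX2-1 passed (FDR 0.0289). There the block rests on WT replicates 1 and 2 and HM replicates 3 and 4. Correction for length and GC content took CTX_GLU_LAYER5 (FDR 0.13) and GABAPRO_NKX2-1 (FDR 0.128) in HT/WT and GABA_VIP (FDR 0.111) in HM/WT transcripts below the threshold. Without WT replicate 1, GABAPRO_DLX1-2 had an NES of 1.15 (FDR 0.31) and GABAPRO_NKX2-1 one of 0.81 (FDR 0.698) in HT/WT transcripts. Over all fits that left out a mouse, GABAPRO_NKX2-1 (4 fits) and CTX_GLU_LAYER5 (1 fit, FDR 0.114) lost HT/WT calls. GABA_VIP lost its HM/WT call in 2 fits (FDR 0.0923 without WT replicate 4). Calls were also gained, among them in HM/WT transcripts GABA_PVALB without WT replicate 2 (NES 2.09, FDR 0.00393) and GABAPRO_NKX2-1 without WT replicate 4 (NES 1.895, FDR 0.0122). By limma's fry, 4 glutamatergic and 4 GABAergic sets in HT/WT transcripts and 6 and 2 in HM/WT transcripts had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05.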

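OLIGODENDROCYTES_MATURE (88 tested genes) had an NES of -1.85 (FDR 0.0438) in HT/WT transcripts and -1.25 (FDR 0.764) in HM/WT transcripts. OLIGODENDROCYTES_PROGE (92 tested genes) had an NES of -1.20 (FDR 0.322) and 0.81, with the FDR above the threshold in both comparisons. The sign and the calls changed with single mice. Without WT replicate 4, OLIGODENDROCYTES_MATURE had an NES of -0.78 (FDR 0.737) in HT/WT and 1.15 in HM/WT transcripts, and OLIGODENDROCYTES_PROGE had an NES of 1.68 (FDR 0.0376) in HT/WT transcripts. Without WT replicate 2, OLIGODENDROCYTES_MATURE had an NES of -2.56 (FDR 0.001) in HT/WT and -2.01 (FDR 0.00959) in HM/WT transcripts. OLIGODENDROCYTES_MATURE also lost its HT/WT call without HT replicate 3 (FDR 0.132), HT replicate 4 (FDR 0.396) or WT replicate 1 (FDR 0.109). With a block for mice whose animal numbers start alike it had an NES of -1.25 (FDR 0.191) in HT/WT and 1.84 (FDR 0.0169) in HM/WT transcripts, and OLIGODENDROCYTES_PROGE had one of 0.70 (FDR 0.847) and 2.54 (FDR 0.001). The HM/WT values of this block rest on WT replicates 1 and 2 and HM replicates 3 and 4 alone. Between HM and HT mice, the NES was 2.07 (FDR 0.014) for OLIGODENDROCYTES_MATURE and 2.12 (FDR 0.017) for OLIGODENDROCYTES_PROGE. These calls were lost in 3 and 4 of the fits that left out a mouse, with an NES down to 1.14 and 0.98. In the rotation test, the BH-adjusted p of both sets was 0.583 or higher in the comparisons with WT and 0.903 between HM and HT mice (limma's fry).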

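ASTROCYTES (90 tested genes) had an NES of -0.66 (FDR 1.0) in HT/WT and 0.89 (FDR 0.638) in HM/WT transcripts. MICROGLIA (88 tested genes) had an NES of -1.43 (FDR 0.166) in HT/WT and -1.04 (FDR 0.785) in HM/WT transcripts. For MICROGLIA, the fits without one mouse gave an NES from -3.17, without WT replicate 2, to 1.02, without WT replicate 4, in HT/WT transcripts, with an FDR of 0.05 or more in 4 of the 8 fits. With correction for length and GC content it had an NES of -1.96 (FDR 0.0194). A block for mice whose animal numbers start alike reversed its sign in HM/WT transcripts, with an NES of 2.45 (FDR 0.001), and gave ASTROCYTES an NES of 1.85 (FDR 0.0174) there. That fit rests on WT replicates 1 and 2 and HM replicates 3 and 4 alone. MICROGLIA passed the threshold with a negative NES in HM/WT transcripts without WT replicate 2 (-2.36, FDR 0.00201) or HM replicate 3 (-2.10, FDR 0.00985). In the rotation test, the BH-adjusted p was 0.986 and 0.667 for ASTROCYTES and 0.676 and 0.934 for MICROGLIA in HT/WT and HM/WT transcripts (limma's fry). The sets of the Zeisel, Cahoy and Albright collections and of single-nucleus studies were not used here.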

Intriguingly, the HT/WT and HM/WT transcripts displayed weak enrichments for astrocyte and microglia-related gene sets relative to those for glutamate/GABA neurons; thus we observed both positive and negative enrichments for microglia (Figure 6C).

These results collectively suggest that heterozygous and homozygous *Slc6a20a* deletions in mice lead to largely anti-ASD transcriptomic enrichment patterns, as supported by the enrichment patterns for ASD-related/risk and cell-type-specific gene sets. In addition, the cell-type-specific transcriptomic changes induced by *Slc6a20a* deletion are stronger in neurons and oligodendrocytes relative to glial cells.

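Among the 10 ASD-related and ASD-risk sets, 8 had a positive and 1 a negative NES with an FDR under 0.05 in HT/WT transcripts, and 7 had a positive and 0 a negative NES past that threshold in HM/WT transcripts. The sets share genes and both comparisons share the WT mice, so neither the sets nor the comparisons are independent of each other. Compared directly, HM and HT mice differed past that threshold in 12 of the 30 sets (3 to 15 over the fits that left out a mouse). Of the 10 ASD-related and ASD-risk sets, 6 had a positive and 1 a negative NES past it in HM relative to HT mice, with the highest NES for FMRP targets (3.17, FDR 0.001, and 1.36, FDR 0.192, without HT replicate 2) and the lowest for Co-Exp_Down_M12_Voineagu (-2.12, FDR 0.0343, and 1.84, FDR 0.0285, without HT replicate 4). In the rotation test over mice, 1 of the 10 sets in HT/WT, 4 in HM/WT and 0 in HM against HT transcripts had an unadjusted p under 0.05, and 0 had an adjusted p under 0.05 in any of the comparisons (limma's fry). The paper reasons from positive enrichment for genes that are lower in ASD, for ASD-risk genes and for genes of neurons, which it calls anti-ASD, against negative enrichment for oligodendrocyte genes, and proposes that both deletions lead to a largely anti-ASD pattern.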

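A difference in enrichment between cell types was not tested as such. The median log2 fold change over CTX_GLU_LAYER4, the glutamatergic set with the highest NES, was 0.06 in HT and 0.06 in HM mice. It was -0.03 in HT and -0.02 in HM mice for OLIGODENDROCYTES_MATURE, and for MICROGLIA it was also -0.03 and -0.02. For ASTROCYTES the median was -0.0063 in HT and 0.0057 in HM mice.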

## Discussion

In the present study, we analyzed the behavioral and transcriptomic phenotypes of *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice. Our results revealed that these mice display differential hyperactivity, repetitive climbing, and moderately enhanced spatial and fear memory, as well as upregulation of synapse-related genes and downregulation of ribosome- and mitochondria-related genes. ASD-related transcriptomic changes are also observed, such as upregulation of ASD-related genes, including FMRP targets, and stronger upregulation of neuron-related genes compared to glia-related genes.

The behavioral phenotypes seem to be stronger in *Slc6a20a^–/–^* mice than in *Slc6a20a*^+/–^ mice in some assays. For instance, *Slc6a20a^–/–^* mice are hyperactive in a familiar environment (Laboras results) and show increased self-grooming in Laboras cages and abnormally increased 48-hr fear memory, whereas *Slc6a20a*^+/–^ mice do not exhibit such changes. However, spatial learning and memory is increased in *Slc6a20a*^+/–^ but not in *Slc6a20a^–/–^* mice during the reversal but not the initial phase of the Morris water maze test. These results collectively suggest that heterozygous and homozygous *Slc6a20a* deletions in mice lead to differential behavioral phenotypes.

The mechanisms underlying these behavioral deficits are unclear. However, the RNA-seq results obtained from *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice indicate that synapse-related genes are upregulated. We note that *Slc6a20a*^+/–^ mice have been shown to display increased NMDAR function at juvenile stages (Bae et al., 2021). In addition, the increased *Slc6a20a* expression in *Pten*-mutant mice has been causally associated with decreased ambient glycine levels and NMDAR function, and increased repetitive self-grooming (Bae et al., 2021). Moreover, neuroligin-3, which is upregulated in both *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice, has been associated with the regulation of NMDAR functions (Etherton et al., 2011; Polepalli et al., 2017; Zhang et al., 2017). It is thus tempting to speculate that altered NMDAR function in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice might be associated with the behavioral deficits observed in these animals.

It should be noted that Slc6a20a expression at the protein level is much higher at late embryonic and early postnatal stages than at adult stages, while the behavioral experiments were mainly performed using mutant mice at ages around 3-6 months. Therefore, it is less likely that adult-stage deficiency of Slc6a20a directly causes the behavioral deficits, and the mechanistic deviations occurred at early developmental stages may have long-lasting impacts. Details on such mechanisms remain to be determined. However, given that Slc6a20a deficiency leads to NMDAR hyperfunction at juvenile stages (Bae et al., 2021), as mentioned above, and NMDAR function has profound impacts on the brain development and function across all developmental stages (Paoletti et al., 2013; Zhu and Paoletti, 2015; Hansen et al., 2018), it is probable that the NMDAR function impaired during early development have long-lasting effects on neuronal and synapse/circuit mechanisms that are associated with the observed behavioral deficits.

A notable transcriptomic change associated with the increased synaptic gene expression seen in *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice is the decreased expression levels of ribosomal and mitochondrial genes. This leads us to question whether ribosomal and mitochondrial gene downregulation are causally associated with the synaptic gene upregulation and behavioral deficits in the mutant mice. It has been shown that synaptic proteins are reciprocally related to protein synthesis in ASD (Santini and Klann, 2014). In addition, mitochondrial dysfunction has been linked to synaptic deficits (Li et al., 2004; Vos et al., 2010; Sheng and Cai, 2012; Lee A. et al., 2018) and ASD (Hollis et al., 2017; Frye, 2020; Rojas-Charry et al., 2021), and ribosomal dysfunction has been associated with ASD and epilepsy (Lombardo, 2021). These results suggest that ribosomal and mitochondrial gene downregulation observed in our mutant mice may contribute to their synaptic and behavioral deficits.

GSEA using brain disorder-related gene sets shows that the *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* transcriptomes are associated with ASD and epilepsy, and that the *Slc6a20a^–/–^* transcriptome is more strongly associated with substance use-related disorders than the *Slc6a20a*^+/–^ transcriptome. Among the ASD-related gene sets, the *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* transcriptomes are more strongly enriched for FMRP targets associated with the fragile X syndrome. These results suggest that *Slc6a20a* deletion in mice leads to transcriptomic changes associated with multiple brain disorders. In addition, given that many FMRP targets have been related to synaptic functions (Bagni and Zukin, 2019), these results further support the hypothesis that synaptic deficits may underlie the behavioral deficits in these mutant mice.

GSEA using cell-type-specific gene sets indicates that the *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* transcriptomes are more strongly enriched for neuron (glutamate and GABA)-related gene sets relative to glia (astrocyte/microglia)-related gene sets. *Slc6a20a* has been shown to be expressed more strongly in glial cells (astrocytes and microglia) than in neurons (glutamate and GABA) (Bae et al., 2021). Our results suggest that the transcriptomic changes observed in synapse/ribosome/mitochondria-related genes in the mutant brain likely represent changes occurring in neurons rather than cell-autonomous changes occurring in glial cells (astrocytes and microglia).

Lastly, it should be pointed out that the differences between *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice were greater in behavioral phenotypes than in transcriptomic phenotypes. It is possible that the subtle differences between *Slc6a20a*^+/–^ and *Slc6a20a^–/–^* mice in the expression levels of neuron/glia-related genes (i.e., different cortical layers, GABA subtypes, and glial cell types) may still contribute to the differential behavioral changes. Alternatively, the transcriptomic changes may reflect compensatory changes initiated in an effort to rescue the gene deletion effects, rather than those mediating the pathophysiological changes. Further validation of the mechanistic/functional changes suggested by the transcriptomic changes should be tested at the protein, synaptic, and functional levels.

In summary, we herein show that heterozygous and homozygous *Slc6a20a* deletions in mice lead to differential behavioral deficits in locomotor, repetitive behavioral, and spatial and fear memory domains and transcriptomic changes in genes associated with synapses, ribosomes, mitochondria, ASD, epilepsy, and neurons.

## Data Availability Statement

The RNA-Seq data presented in the study are deposited in the Gene Expression Ombinus (GEO) repository at the National Center for Biotechnology Information (NCBI), accession number GSE193387.

## Ethics Statement

The animal study was reviewed and approved by Committee of Animal Research at KAIST (KA2020-89).

## Author Contributions

JK, JR, and MB performed behavioral experiments. SK performed immunoblot analysis. HK performed RNA-Seq analyses. MB, HK, and EK wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

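RNA from the whole brains of 12 mice at about postnatal day 120 was sequenced by the authors, 4 mice each of WT, HT and HM genotype. The deposited table gives a normalized count signal for 19775 genes in each mouse. To make it, the authors quantified paired-end reads of 100 bp against GRCm38 with Salmon, corrected for GC content, summed the estimates to genes with tximport and normalized the sums with DESeq2. The ratio of the deposited values to the normalized counts of Supplementary Table 2 had a median over genes of 1.0021 in its HT sheet and 1.0024 in its HM sheet. For nearly all genes this ratio was almost the same in every mouse, with an SD of at most 0.0003 and 0.0006. The few genes with the most variable ratio were left out of these limits. Only part of that supplementary table was at hand, 1997 of 14542 lines of the HT sheet and 836 of 14549 of the HM sheet. At most 20.8% of the low values of any library were whole multiples of a read, so the reads before normalization could not be recovered, and count models such as those the authors used were not fitted. Column names gave the genotype and number of each mouse. Symbols, positions, transcript lengths and GC content came from GENCODE M21 on GRCm38, in which 19758 of the 19775 gene identifiers were found and 17 were not.

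Genotypes were compared pairwise with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a variance prior that follows the mean, for genes with a mean of at least 10 normalized counts over the 8 mice compared. P-values were adjusted by the Benjamini-Hochberg (BH) method with a threshold of 0.05. The plan set before the data were examined was a quasi-likelihood count model if the table held counts, and this limma test if it held normalized values. The threshold, tests, gene families, marker lists and most alternatives were also chosen before the data were examined. The rule for genes named in the text took in every gene that the paper lists as a DEG, the 5 genes with the smallest adjusted p in each direction among those past the threshold in each comparison, and Slc6a20b. Other genes named beside a count, Gm3608, Fkbp5, Cdkn1a, Plin4 and Hif3a were chosen after their values were seen. The test was tested on simulated data, with normal values drawn for 18006 genes from their measured means and variances and 200 of them changed. The total degrees of freedom of the moderated test had a median of 13.2 for HT against WT, 12.7 for HM against WT and 12.5 for HM against HT.

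Gene sets were tested by preranked enrichment with gseapy 1.3.1 in Python 3.11.15, with ranks from the sign of the change times the fold change divided by p, no weight, 1000 permutations of genes, set sizes from 5 to 2000 and the 15129 tested protein-coding genes as background. That step was tested on simulated data with 16000 genes, where a set of 100 genes shifted by 0.5 SD had an NES of 4.32 and 0 of 20 unchanged sets were called. Sets shifted by 0.25 SD (NES 1.89, FDR 0.0938) or 0.1 SD (NES 1.21, FDR 0.949) were not called. Limma's fry and camera (preset correlation 0.01, and estimated correlation) were run on the same sets. Sets were the 30 of Supplementary Table 5 and 5 families defined by gene symbol. MSigDB, DisGeNet and the other cell type collections were not used here. Family and marker list values per mouse are means of log2(normalized count + 1) over the tested genes, centred per gene, and were compared by two-sided exact permutation tests. The 6 marker lists cover olfactory bulb, choroid plexus, meninges, erythrocytes, pituitary and cerebellum. A list of 20 glucocorticoid-responsive genes was written after the variation of Fkbp5 had been seen and before the list was tested. Further steps used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

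The median of a mouse's values between 0.5 and 1.45 put 1 read at between 0.923 and 1.112 normalized counts. This is a rough estimate, because the range chosen holds it near 1. By this estimate, the mean of 10 that a gene needed corresponds to about as many reads, and a mean near 10 is set by few reads. A gene that could share reads with a paralog or pseudogene, such as Slc6a20b, Rpl9, Rpl13a or Pcdhga4, is reported as uncertain, and such sharing was not measured. Alternatives were a pseudocount of 0.1, no filter, a filter of at least 10 in every mouse, one fit of all 12 mice, a block for the replicate number or for the start of the animal number, a correction of each mouse for transcript length and GC content by loess (span 0.4), other set tests and ranks, and leaving out each mouse in turn. A normal reference distribution, quantile normalization, a variance prior without a trend and a robust variance prior were chosen after seeing the data. With the animal-number block, only mice whose number start occurs in both genotypes of a comparison set its fold changes. For HT against WT these were all HT mice and WT replicates 2, 3 and 4. For HM against WT they were WT replicates 1 and 2 and HM replicates 3 and 4. For HM against HT they were HM replicate 4 and HT replicates 1 and 2. Normalization by TMM or by newly computed DESeq2 size factors, a quasi-likelihood count model, DESeq2's Wald test and voom were not run, because they need counts. Correlations between HT and HM fold changes were set against 100 simulations of unchanged groups and against 100 random regroupings of the 12 mice. The simulations drew the WT values as well, used them in both comparisons and drew each gene on its own.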

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

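The gaps and group differences described here were picked out by rules set before the data were examined, but the tests of explanations for them were chosen only after the results had been seen. In 168 groups of 4 mice, a mouse far from the other 3 was found 9 times, where chance alone gives about 8.

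Among named genes, a gap to the nearest other mouse took up 0.856 of the range for Snrnp70 in HT mice (HT replicate 1, 12713 normalized counts against 13527 to 13669), 0.839 for Gtf3c4 in HM mice (HM replicate 2, 1780.2 against 1881 to 1901), 0.924 for Tubgcp6 in HT mice (HT replicate 4, 2106.5 against 1861 to 1879), 0.847 for Doc2g in HM mice (HM replicate 2, 277 against 443 to 482) and 0.833 for Sema5a in WT mice (WT replicate 1, 1883 against 2124.5 to 2176.5). Leaving out HM replicate 2 raised the log2 fold change of Gtf3c4 in HM mice from 0.42 to 0.44, with a BH-adjusted p of 0.0119 (limma, 0.0119 to 0.0391 over the fits that left out a mouse). These 4 mice had the most reads on genes of their genotype or, for HT replicate 4, the second most (36109439 in WT replicate 1, 35517720 in HT replicate 1, 35476428 in HT replicate 4 and 35108674 in HM replicate 2, out of 30172972 to 36109439). HM replicate 1, with 35068005 reads, lacked both gaps of HM replicate 2 (Gtf3c4 at 1884.6 normalized counts). HT replicates 1 and 4, of similar depth, each lacked the gap of the other. These depths are rough estimates from each mouse's lowest values. As far as they hold, they argue against depth as the cause of the gaps in HT and HM mice. For Sema5a in WT replicate 1, a role of depth is not excluded. No other technical explanation and no biological explanation was tested for single mice, and the number of such gaps is close to what chance gives.

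Among lists and trends, the gap was 0.946 of the range for mitochondrial ribosomal proteins in HM mice (HM replicate 1, -0.010 against -0.029 to -0.028 on the log2 scale), 0.908 for the olfactory bulb list in HT mice (HT replicate 2, -0.40 against -0.18 to -0.16), 0.837 for the pituitary list in WT mice (WT replicate 1, -0.78 against -0.023 to 0.12) and 0.843 for the relation with transcript length in HM mice (HM replicate 3, rho -0.009 against 0.066 to 0.079). The gap of mitochondrial ribosomal proteins is narrow in size, and the pituitary list rests on 2 genes, Pomc and Tshb. WT replicate 1 accounts for 2 of the 9 gaps. It also had the strongest relation of expression with transcript length of the 12 mice (Spearman's rho -0.244 across genes, which are not independent replicates, against -0.073 to 0.105 in the others), which a difference in RNA quality or library preparation could leave. That explanation was tested through the families it would move. Without WT replicate 1 the NES of the respiratory chain in HT/WT transcripts was -0.94 instead of -3.34. Mouse by mouse, the difference of all 8 mutant mice from WT was then -0.043 for cytosolic ribosomal genes (exact permutation p = 0.145), so for this family the part of this mouse stays open, and 0.054 for synaptic receptors (exact permutation p = 0.00606, BH-adjusted 0.0303 over 5 families), which argues against this mouse as the whole cause there. A biological difference of this mouse stays open, as the design names none.

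The mean of 11 olfactory bulb markers was higher in HM than in HT mice by 0.526 on the log2 scale (exact permutation p = 0.0286, BH-adjusted 0.343 over 18 list tests), with each HM mouse above each HT mouse. The study picked none of the 11 genes, and all 11 are expressed in these whole brains, the most abundant being Calb2 (1486 normalized counts), Th (355) and Trh (304). With each mouse left out in turn the difference ranged from 0.47 to 0.60, and without HT replicate 2 its exact permutation p was 0.0571. Against WT, the list was higher in HM mice by 0.38 (exact permutation p = 0.0571) and lower in HT mice by a log2 difference of -0.15 (exact permutation p = 0.229), or -0.074 without WT replicate 1, -0.089 without HT replicate 2 and -0.20 without WT replicate 3 (exact permutation p = 0.0286). Eomes and Cdhr1, which the paper reports as higher in HM mice, followed the list across the 12 mice, with a Pearson correlation of 0.944 for Eomes (permutation p = 2e-05, Spearman's rho 0.874, permutation p = 4.1e-04, r = 0.877 without the 2 mice farthest from the median) and 0.93 for Cdhr1 (permutation p = 2e-05, Spearman's rho 0.909, permutation p = 1.4e-04, r = 0.834 without the 2 farthest). Within genotypes the correlations were 0.834 (permutation p = 0.00424, BH-adjusted 0.00595 over 4 relations) and 0.746 (permutation p = 0.0198, BH-adjusted 0.0198). If more or less of the olfactory bulb stayed with the brain at dissection, its markers would rise and fall together also among mice of one genotype. Their mean correlation within genotypes was 0.117, above 97.9% of 10000 random lists of as many genes, so a share of olfactory bulb that differs between mice may explain part of the difference. Chance is not excluded after adjustment. An effect of the homozygous deletion on the olfactory bulb also stays open, because the design gives no measure of the tissue taken. In the correction for transcript length and GC content the difference was 0.52, which argues against such a trend as its cause.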

How the results depend on the processing

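The tests and alternatives here were set before the data were examined, except for a normal reference distribution, quantile normalization, a variance prior without a trend and a robust variance prior, which were chosen after seeing the data. Where a value changed, the cause was not tested unless a reason is given.

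Over gene counts and gene sets, 210 values under alternatives kept their direction and their side of the threshold (or stayed within 1.5 times the count), 36 fell below the threshold, 8 rose above it, 3 moved and 1 reversed. For values per mouse and the relation with transcript length, 54 did not change in this way, 3 fell below, 8 rose above, 2 moved and 1 reversed. For named genes, 634 did not change, 45 rose above the threshold (43 with the normal reference distribution, and Cdc73 and Col24a1 in HT mice without HT replicate 3), 5 fell below it (Gtf3c4 with the replicate block, the same block with length and GC correction, the animal-number block and no trend in the variance prior, and Slc6a20a in HT mice without that trend) and 1 reversed. In 46 of 46 genes and comparisons of the paper, no alternative reversed the direction. Slc6a20b in HT mice reversed, from a log2 fold change of -0.121 to 0.023 without HT replicate 3, and ranged down to -0.23 without HT replicate 2.

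With the normal reference distribution, 47 genes passed in HT mice, 77 in HM mice, 41 in HM against HT mice and 8 in both HT and HM mice. This setting gives every test more certainty than the number of mice allows. It called 39 unchanged genes in simulated data without any changed gene and 102 to 158 in data with 200 changed genes. Without a trend in the variance prior, 0 genes passed in HT mice (1014 at an unadjusted p under 0.05), 1 in HM mice and 0 in both, and the BH-adjusted p was 0.145 for Slc6a20a in HT and 0.114 for Gtf3c4 in HM mice (limma). Without a filter, 2 genes passed in HM against HT mice (Duxbl1 and Slc6a20a). The number of genes in HT mice ranged from 1 to 5 across the 8 fits that each left out one mouse, 5 of them without HT replicate 3 and 2 without WT replicate 2. In HM mice it ranged from 2 to 3, and in HM against HT mice from 1 to 7, with 7 without HM replicate 2 and 7 without HM replicate 3. The animal-number block, for mice whose numbers start alike, leaves only HM replicate 4 beside HT replicates 1 and 2 in HM against HT mice. Its count of genes is therefore not used.

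Mice with the same replicate number did not deviate together from their genotype means, with a mean correlation across genes of 0.00618 over 12 pairs (from -0.0658 to 0.0869), so the numbers do not pair the mice. With the replicate block, 1 gene passed in HM mice (Slc6a20a), and 1 with length and GC correction and the replicate block. The BH-adjusted p of Gtf3c4 was then 0.0681 and 0.0959, and 0.149 with the animal-number block (limma, 1.15e-16 to 0.149 over the alternatives). In the replicate block 0 of 5 families in HT/WT and 1 in HM/WT transcripts had an unadjusted p under 0.05 by fry. Among mice whose animal numbers start alike, the mean correlation was 0.0261 over 10 pairs.

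The number of sets past the threshold went from 23 in HT/WT and 19 in HM/WT transcripts by preranked enrichment to 0 and 0 under fry and to 0 and 0 under camera with estimated correlation, with 9 and 12 sets at an unadjusted p under 0.05 by fry and 10 and 8 by camera. For the 5 families the number went from 5 and 5 to 0 and 0 under each of these tests, with 2 and 2 at an unadjusted p under 0.05 by fry and 1 and 1 by camera. These tests use the variation between mice instead of permuting genes, and the families' genes vary together. Fry also differs in its question, because it does not compare a set with other genes. The BH-adjusted p in HT/WT transcripts was 0.248 for cytosolic ribosomal, 0.248 for mitochondrial ribosomal, 0.397 for respiratory chain, 0.102 for synaptic receptor and 0.105 for presynaptic genes by fry, and 0.284, 0.284, 0.389, 0.129 and 0.142 by camera with estimated correlation (limma). In HM/WT transcripts it was 0.181, 0.181, 0.227, 0.0972 and 0.0972 by fry, and 0.212, 0.231, 0.256, 0.181 and 0.181 by camera. Camera with its preset correlation called 5 and 5 families and 18 and 18 sets. The animal-number block gave the respiratory chain in HT/WT transcripts an NES of -0.72 (FDR 0.816) and the presynaptic family in HM/WT transcripts an NES of 1.39 (FDR 0.112). It takes WT replicate 1 out of the HT/WT fold change. The HM/WT fold change then rests on WT replicates 1 and 2 and HM replicates 3 and 4. Leaving out each mouse in turn gave the respiratory chain in HT/WT transcripts an NES from -4.29 to -0.94, the last without WT replicate 1 (FDR 0.514). The other 9 values of families kept their calls in all fits that left out a mouse, and all 10 kept them with length and GC correction, another rank, another background, another filter or pseudocount, quantile normalization and the replicate block.

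Per mouse, the fits that left out one mouse gave differences from WT of -0.119 to -0.038 in HT and -0.128 to -0.048 in HM mice for cytosolic ribosomal genes, -0.084 to -0.035 in HM mice for mitochondrial ribosomal genes, -0.067 to 0.003 in HT mice for the respiratory chain, 0.052 to 0.086 in HT and 0.055 to 0.09 in HM mice for synaptic receptors, and 0.034 to 0.059 in HT and 0.035 to 0.054 in HM mice for presynaptic genes. The respiratory chain reversed without WT replicate 1, and the smallest differences of both ribosomal families and of synaptic receptors were also those without that mouse. For olfactory bulb markers the differences were -0.20 to -0.074 for HT against WT and 0.467 to 0.599 for HM against HT mice. For erythrocyte genes they were -1.05 to -0.56 for HT against WT and 0.68 to 1.46 for HM against HT mice. The relation of log2 fold change with transcript length had a Spearman's rho of 0.058 to 0.181 in HT and 0.067 to 0.183 in HM mice, the lowest of each without WT replicate 1.

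The correlation across genes of HT and HM fold changes, 0.469 with all WT mice, was 0.619 for genes above the median expression (0.503 on average in simulated unchanged groups and 0.49 in random regroupings of the mice) and ranged from 0.412 without HT replicate 1 to 0.552 without WT replicate 4. With separate WT mice for each comparison it was -0.00383, and 0.131 for genes above the median expression.

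Normalization by TMM or DESeq2's size factors, a quasi-likelihood count model, DESeq2's Wald test, voom and enrichment with statistics from DESeq2 were planned and not run, because the table holds normalized values and not counts. Genes near the minimum of 10 normalized counts rest on few reads, because 1 read was estimated at about 1 normalized count. Examples are Slc6a20b, with genotype means of 17 to 29.1, and Ms4a15, with 9.4 in WT mice. Ms4a15 also ranged from 15.0 to 89.6 between HM mice, so the spread between mice may limit it as well as depth. For abundant genes the spread between mice limits the result.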

Differences from the paper's values

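The paper reports 13 DEGs in HT mice, 7 upregulated and 6 downregulated, and limma with BH adjustment gave 1, with 0 higher (569 higher at an unadjusted p under 0.05) and 1 lower. For HM mice the paper reports 33 DEGs, 27 upregulated and 6 downregulated, against 2 by limma, 1 higher and 1 lower. The paper gives 4 DEGs shared by the genotypes, and 1 was shared by limma (Slc6a20a). None of the alternatives set before the data were examined closed these gaps. They gave 1 gene in HT mice, 1 to 3 genes in HM mice and 1 shared gene, apart from fits that left out a mouse. Among those fits, the one without HT replicate 3 called Cdc73 and Col24a1, which the paper calls in HT mice, with a BH-adjusted p of 0.0281 and 0.0400 (limma). Over the fits that left out a mouse, their adjusted p went up to 0.96. With a normal reference distribution, chosen after seeing the values, the 13 genes of the paper in HT mice and the 33 in HM mice all passed, among 47 and 77 genes in total, and 8 genes were shared, including the paper's 4.

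The log2 fold changes of the 13 genes in HT and the 33 genes in HM mice differed from those of Supplementary Table 3 by at most 0.043 in HT and 0.039 in HM mice. For each gene the difference was less than its SD between mice of a genotype. With length and GC correction, 1 gene in HT and 3 in HM mice differed by more than that SD, and with the animal-number block 4 in HM mice did. The paper's Figure 6A shows an NES of about 10, read by eye, for FMRP targets in both comparisons, and the values here were 9.99 and 10.1.

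The paper's text has both comparisons positively and similarly enriched for DEG_Down_Voineagu. Here the NES was 2.02 (FDR 0.00528) in HT/WT and 1.16 (FDR 0.335) in HM/WT transcripts, and the latter passed the threshold without WT replicate 1 (1.89, FDR 0.0145) and without WT replicate 2 (1.84, FDR 0.0143). For oligodendrocytes, the paper has negative enrichment in both comparisons. Of the Kang sets tested here, OLIGODENDROCYTES_MATURE had an NES of -1.85 (FDR 0.0438) in HT/WT and -1.25 (FDR 0.764) in HM/WT transcripts, and OLIGODENDROCYTES_PROGE had an NES of 0.81 in HM/WT transcripts. Without WT replicate 2, OLIGODENDROCYTES_MATURE passed in HM/WT transcripts with an NES of -2.01 (FDR 0.00959), and OLIGODENDROCYTES_PROGE passed in HT/WT transcripts with -1.88 (FDR 0.0117) and also without HT replicate 3 with -1.65 (FDR 0.0492). With the animal-number block both were positive in HM/WT transcripts, with an NES of 1.84 (FDR 0.0169) and 2.54 (FDR 0.001). These values rest on WT replicates 1 and 2 and HM replicates 3 and 4 alone. The other oligodendrocyte sets of the paper were not used here.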

Other observations

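The counts of other splits of the mice for gene families and for the sets of Supplementary Table 5, and the tests of genes near Slc6a20a without regard to direction, of genes near Gm3608 and of glucocorticoid-responsive genes, were set before their results were seen. The marker lists and their comparisons, and the alternatives except the normal reference distribution, were set before the data were examined. The remaining tests of explanations here were chosen only after the result was seen.

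Chance was tested by dividing the 8 mice of each comparison into 4 and 4 in all 35 ways. At least as many genes with an adjusted p under 0.05 (limma, BH) as the real split were given by 7 of the 35 splits for HT against WT, by 3 for HM against WT and by 13 for HM against HT mice, the real split included. So counts of 1 or 2 genes are within what other groupings of these mice gave, although the gene in question, Slc6a20a, is the targeted one. For sets of Supplementary Table 5, 4 of 35 splits gave at least 23 sets in HT/WT and 10 of 35 gave at least 19 in HM/WT transcripts. The absolute NES in HT/WT transcripts was as large in 10 splits for cytosolic ribosomal, 8 for mitochondrial ribosomal, 21 for respiratory chain and 3 for presynaptic genes, and in 1, the real one, for synaptic receptors (4.811 against at most 4.806 in another split). In HM/WT transcripts these numbers were 5, 2, 15 and 5, and 2 for synaptic receptors. Of the 10 family results, only the rise of synaptic receptors in HT/WT transcripts had a share of splits under 0.05, by a margin of less than 0.01 in NES. The same grouping had an NES of 4.68 in the main run, below the 4.806 of the other split, so this share is not settled. FMRP targets had an NES as large in 3 splits for HT/WT and 2 for HM/WT transcripts.

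The largest count of other splits in HM against HT mice was 13 genes (2227 at an unadjusted p under 0.05), against 1 (672) for the genotypes. That split set HT replicates 1 and 2 with HM replicates 3 and 4 against the other 4 mice. Mice whose animal numbers start alike lie on one side of it. A fit with the animal-number block cannot test this grouping, because only HM replicate 4 shares its number start with HT mice. Gm3608 on chromosome 1 (105455971 to 105458829) also parted these mice, with 11.0 to 32.1 normalized counts on one side and 449 to 526 on the other. In WT mice it was at 481 in WT replicate 4 and at 6.3 to 24.6 in the others. A variant that segregates in the colony, by litter or parent, is a candidate explanation for values that lie either near 0 or high, and it would tend to move neighbouring genes with it. Of 15 genes within 5 megabases, 2 followed Gm3608 (13.3% against 10.1% elsewhere, one-sided Fisher's exact p = 0.454), so a local variant and a gene switched on in some mice cannot be told apart with so few neighbours. Litter, parents and batch are not given for these mice.

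The 5 gene families moved apart in both mutants, and transcripts of the ribosomal and respiratory chain families are short. If a trend with transcript length and GC content were the whole cause, the differences between mice would go once it was removed. That correction took the relation with length from 0.153 to -0.004 in HT and from 0.157 to -0.004 in HM mice. Because 4 mice against 3 leave few arrangements, WT mice were compared here with all 8 mutant mice, over 495 arrangements, or 165 without a WT mouse, with BH adjustment over the 5 families. After the correction the adjusted exact permutation p was 0.0101 for synaptic receptors, 0.0438 for presynaptic, 0.0438 for mitochondrial ribosomal and 0.048 for cytosolic ribosomal genes, which argues against the trend as the whole cause for these families, for the ribosomal families by a narrow margin. For the respiratory chain it was 0.289, so the part of the trend stays open. WT replicate 1 stood apart in the same direction as the difference between genotypes, with 0.191 for cytosolic ribosomal, 0.178 for respiratory chain and -0.107 for synaptic receptor genes relative to the 12 mice. Without it, the NES of the respiratory chain in HT/WT transcripts fell to -0.945, so this mouse may account for that difference. For synaptic receptors, the other 3 WT mice, at -0.053 to -0.004, lay below all 8 mutant mice, at -0.002 to 0.048. The difference without WT replicate 1 was 0.054 (exact permutation p = 0.00606, BH-adjusted 0.0303), which argues against this mouse as the whole cause. For cytosolic ribosomal genes the difference without it was -0.043 (exact permutation p = 0.145, BH-adjusted 0.182) and for mitochondrial ribosomal genes -0.031 (exact permutation p = 0.0545, BH-adjusted 0.0909). For these families this mouse as the whole cause stays open. For presynaptic genes the difference was 0.044 with all mice and 0.040 without it (exact permutation p = 0.0242, BH-adjusted 0.0606), and WT replicate 4 (-0.051) lay below WT replicate 1 (-0.044). This argues against WT replicate 1 as the whole cause there, although chance is not excluded after adjustment. Genes of a family that vary together from mouse to mouse make an enrichment over permuted genes too certain, and in the rotation test over mice the smallest FDR of the 10 results was 0.0972, consistent with that explanation of the FDR of 0.001. An effect of the deletion on these families stays open.

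The correlation of HT and HM fold changes across genes, 0.469, was reached or passed in 78 of 100 random regroupings of the 12 mice. With separate WT mice it was -0.003834 on average, which is consistent with the shared WT mice as the source of the correlation over all genes. For genes above the median expression this is left open. Their correlation was 0.619, reached or passed in 9 of 100 regroupings. It was reached or passed in 0 of 100 simulations of unchanged groups (mean 0.503), which drew each gene on its own. With separate WT mice it was 0.131 on average (from 0.0198 to 0.213). In contrast, 418 genes had an unadjusted p under 0.05 in both comparisons with the same direction, and 3 of 100 regroupings gave as many, where the mean was 175.5 and the largest number 556. The animal-number block brought the number from 417 to 190 and the correlation from 0.494 to 0.204, for genes tested in both comparisons. It leaves fewer mice in each comparison and only WT replicate 2 in both, which can lower these values by itself, so the fall does not favour either explanation. A change common to HT and HM mice and a difference of WT from mutant mice that is not due to the genotype, such as by litter, both stay open.

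Alas2 was lower in HT than in WT mice. Residual blood in the tissue is a candidate explanation, and it predicts that Alas2 follows the globin transcripts also among mice of one genotype. Within genotypes their correlation was 0.924 (permutation p = 0.0027, BH-adjusted 0.00595 over 4 relations). Of 8 erythrocyte genes on the list, 4 globin genes were tested, with means of 2803 (Hba-a1), 3608.1 (Hba-a2), 5428 (Hbb-bs) and 835 (Hbb-bt) normalized counts. Their mean was lower in HT than in WT mice by a log2 difference of -0.81 (exact permutation p = 0.0571), or -0.56 without WT replicate 1 and -1.05 without WT replicate 2 (exact permutation p = 0.0286), and higher in HM than in HT mice by 1.02 (exact permutation p = 0.143), or 0.68 without HM replicate 1 and 1.46 without HM replicate 3 (exact permutation p = 0.0286). The amount of blood and an effect of the genotype on blood or its genes were not separated further.

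With all mice, the other lists of markers showed no difference past an exact permutation p of 0.05. Pituitary genes in HT against WT mice passed it without WT replicate 4 (0.396, exact permutation p = 0.0286). Cerebellum genes in HM against HT mice passed it without HM replicate 4 (-0.158, exact permutation p = 0.0286). The log2 difference of HM from WT mice was -0.42 for 11 choroid plexus genes (exact permutation p = 0.343) and -0.13 for 11 meninges genes (exact permutation p = 0.371), that of HT from WT mice was 0.30 for 2 pituitary genes (exact permutation p = 0.0857, and 0.097 without WT replicate 1), and that of HM from HT mice was -0.12 for 10 cerebellum genes (exact permutation p = 0.114). Choroid plexus genes varied together within genotypes with a mean correlation of 0.745, and meninges genes with 0.578. Some cerebellar markers were low for whole brain, with 13.0 normalized counts for Pcp2, 18.8 for Cbln3, 40.8 for En2 and 41.1 for Barhl2, and Gabra6 is not in the table. Little cerebellum in the tissue is a candidate explanation. Pcp2 lay at percentile 12.0 of all genes by mean expression and Cbln3 at 16.0, but Cbln1 (621), Car8 (275) and Zic1 (1762) are also expressed elsewhere in the brain, so that little cerebellum and another reason for low values cannot be told apart from these libraries.

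Fkbp5 varied between 1830 and 2998 normalized counts over the 12 mice in ways the genotypes do not explain, and Cdkn1a, Plin4 and Hif3a varied with it. The level of glucocorticoids at death is a candidate explanation, and it predicts that other glucocorticoid-responsive genes follow Fkbp5 among mice of one genotype. The mean of 20 such genes correlated with Fkbp5 across the 12 mice (Pearson's r 0.793, permutation p = 0.0029, Spearman's rho 0.783, permutation p = 0.0034, and r = 0.684 without the 2 mice farthest from the median) and within genotypes (r = 0.796, permutation p = 0.00446, BH-adjusted 0.00595 over 4 relations). In 15 of the 20 genes r within genotypes was above 0.5, against 11.0% of all genes tested (Fisher's exact p = 3.96e-11 across genes, which are not independent replicates). No biological explanation beyond glucocorticoids was tested. Of the 35 splits of the HM and WT mice, the largest count was 15 genes with an adjusted p under 0.05 (limma, BH), against 2 for the genotypes. That split set WT replicates 1 and 4 and HM replicates 1 and 2 (Fkbp5 at 1830 to 2027) against WT replicates 2 and 3 and HM replicates 3 and 4 (2668 to 2998). This match was seen after the results.

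Sequence around the targeted allele comes from the strain in which it was made and could change nearby genes. Within 5 megabases of Slc6a20a on chromosome 9, 9 genes had an unadjusted p under 0.05 in HM mice, 8.91% of the genes there against 6.97% elsewhere (one-sided Fisher's exact p = 0.273), and 4 of 103 in HT mice (p = 0.904). Of the 9 genes in HM mice, 8 were lower than in WT mice (Slc6a20b, Clec3b, Ss18l2, Lars2, Vill, Gm17120, Gm47173 and Gm47171, named after their values were seen), 7.92% of the genes there against 3.02% elsewhere (one-sided Fisher's exact p = 0.0121). The smallest BH-adjusted p among them was 0.173, for Gm47173 (limma). This gene passed the adjusted threshold in the fit of all 12 mice and without HM replicate 3. Chance is not excluded, since 3 of the 35 splits of these mice, the real one included, gave at least 8 such genes in one direction. Gm17120, Gm47173 and Gm47171 lie within Slc6a20a, and of the 4 tested genes that overlap it these 3 were lower (one-sided Fisher's exact p = 0.000109), so that overlap with the targeted gene, by reads assigned to either or by transcription they share, may explain their fall. Without genes that overlap Slc6a20a, 5 of 97 were lower, 5.15% against 3.02% (one-sided Fisher's exact p = 0.172), so that for these a part of flanking sequence, an effect of the deletion and chance cannot be told apart. Near Gtf3c4 on chromosome 2, where Camsap1 and Ppp1r26 also lie, a variant linked to the groups could raise neighbouring genes. There 18 of 213 genes had an unadjusted p under 0.05 in HM mice, 8.45% against 6.96% (one-sided Fisher's exact p = 0.233), and 19 of 212 in HT mice, 8.96% against 6.39% (p = 0.0881). Of these genes, 11 in HM and 8 in HT mice were higher than in WT, 5.16% against 3.91% (one-sided Fisher's exact p = 0.217) and 3.77% against 3.15% (p = 0.354). There, single genes changed by linked sequence and genes changed by the deletion cannot be told apart, because the number of changed genes is too small to show an excess.

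Fewer genes passed by limma than the paper lists. One difference that was tested is the reference distribution of the test statistic. If it were the cause, the paper's genes would pass once p-values came from a normal distribution, and 33 of the 33 genes listed for HM mice did. These genes were chosen on the same mice and lay within the first 77 by p, and this setting called 77 genes. Any test loosened to that number would pass them, so the outcome cannot show that the reference distribution is the cause. The same setting also gave more genes than the real split in other splits of the mice, up to 106 in HT against WT and 229 in HM against WT.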
